# PAX6 promotes neuroendocrine phenotypes of prostate cancer via enhancing MET/STAT5A-mediated chromatin accessibility

**DOI:** 10.1186/s13046-024-03064-1

**Published:** 2024-05-15

**Authors:** Nan Jing, Xinxing Du, Yu Liang, ZhenKeke Tao, Shijia Bao, Huixiang Xiao, Baijun Dong, Wei-Qiang Gao, Yu-Xiang Fang

**Keywords:** PAX6, Neuroendocrine prostate cancer, Lineage plasticity, STAT5A

## Abstract

**Background:**

Neuroendocrine prostate cancer (NEPC) is a lethal subset of prostate cancer which is characterized by neuroendocrine differentiation and loss of androgen receptor (AR) signaling. Growing evidence reveals that cell lineage plasticity is crucial in the failure of NEPC therapies. Although studies suggest the involvement of the neural transcription factor PAX6 in drug resistance, its specific role in NEPC remains unclear.

**Methods:**

The expression of PAX6 in NEPC was identified via bioinformatics and immunohistochemistry. CCK8 assay, colony formation assay, tumorsphere formation assay and apoptosis assay were used to illustrate the key role of PAX6 in the progression of in vitro. ChIP and Dual-luciferase reporter assays were conducted to confirm the binding sequences of AR in the promoter region of *PAX6*, as well as the binding sequences of PAX6 in the promoter regions of *STAT5A* and *MET*. For in vivo validation, the xenograft model representing NEPC subtype underwent pathological analysis to verify the significant role of PAX6 in disease progression. Complementary diagnoses were established through public clinical datasets and transcriptome sequencing of specific cell lines. ATAC-seq was used to detect the chromatin accessibility of specific cell lines.

**Results:**

PAX6 expression was significantly elevated in NEPC and negatively regulated by AR signaling. Activation of PAX6 in non-NEPC cells led to NE trans-differentiation, while knock-down of PAX6 in NEPC cells inhibited the development and progression of NEPC. Importantly, loss of AR resulted in an enhanced expression of PAX6, which reprogramed the lineage plasticity of prostate cancer cells to develop NE phenotypes through the *MET/STAT5A* signaling pathway. Through ATAC-seq, we found that a high expression level of PAX6 elicited enhanced chromatin accessibility, mainly through attenuation of H4K20me3, which typically causes chromatin silence in cancer cells.

**Conclusion:**

This study reveals a novel neural transcription factor PAX6 could drive NEPC progression and suggest that it might serve as a potential therapeutic target for the management of NEPC.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13046-024-03064-1.

## Introduction

In recent years, studies have shown that although the majority of prostatic tumors exhibit an androgen-driven phenotype, a considerable subset of tumors transformed to an aggressive and second-generation androgen deprivation treatment (ADT) (e.g., enzalutamide (ENZ) and abiraterone) resistant form known as neuroendocrine prostate cancer (NEPC). The NEPC exhibits characteristics of loss of androgen receptor (AR) expression, increased expression of neuronal markers, such as synaptophysin (SYP), chromogranin A (CHGA), and neuron-specific enolase (NSE, encoded by *ENO2*), is highly aggressive and lacks effective clinical interventions [1–3]. By genomic profiling studies, recurrent alterations in several key signaling pathways have been identified as potential mechanisms for neuroendocrine (NE) trans-differentiation process, including the inactivation of tumor suppressor genes such as *TP53* and *RB1* [4], the activation of the *MYCN* [5] and Aurora kinase pathways [6], and the dysregulation of the *PI3K/AKT/mTOR* pathway [7, 8]. However, Identification of additional key drivers and understanding of the related underlying molecular mechanisms for the development of NE trans-differentiation are still highly demanded so to develop novel therapeutic strategies to combat this formidable disease.

The transition from adenocarcinoma (Adeno) to NEPC is closely related to cells lineage plasticity. In fact, lineage plasticity is frequently harnessed by malignant cells to develop resistance against therapeutic interventions [9]. In this regard, prostate cancer (PCa) cells often undergo a transition towards the NE lineage after ADT, in which due to epigenetic influence, chromatin accessibility of the cells is augmented and the promoter/enhancer activity of the key driver genes for tumor progression are more active, thereby acquiring enhanced therapeutic resistance and aggressiveness [10]. NE differentiation may reflect a cell lineage transition to neural phenotypes, which mimics the neural differentiation process during embryogenesis. Addition to determinants of neuronal cell fates, many transcription factors (TFs) also show an important role in cell lineage plasticity in cancer, particularly after therapeutic treatment [11, 12]. For example, *neurogenic differentiation 1* (*NEUROD1*) which plays a crucial role in the development and differentiation of nerve cells [13], has been shown to promote the progression and metastasis of small cell lung cancer (SCLC), which has NE characteristics, by regulating the receptor tyrosine kinase B (TrkB) and neural cell adhesion molecule (NCAM) in tumor cells [14]. In addition, it has been reported that BRN2, a neurodevelopment-related TF, promotes the lineage plasticity of PCa cells and facilitates NE differentiation [12]. Therefore, Identification of novel transcription factors related to neuronal differentiation during the NEPC formation and progression would benefits our understanding of the mechanism of NEPC development.

Of many neuronal TFs, PAX6 has long been recognized as a pivotal regulator of neurogenesis in the development of the central nervous system (CNS) during embryonic development, guiding the formation of neural tube, forebrain patterning and retinal cell differentiation [15, 16]. In recent years, accumulating evidence has also shed light on the multifaceted role of *PAX6* in tumorigenesis and tumor progression, revealing its remarkable contribution to the pathological processes [17–19]. For example, *PAX6* acts as an oncogene responsible for inducing lung adenocarcinoma (LUAD) stem cell properties. The expression of *PAX6* is positively correlated with the expression of *GLI* and *SOX2*, driving cancer cells to a stem-like state [20]. However, whether or not *PAX6* plays a role during the development of NEPC has not been determined.

In this study, we compare gene expression profiling of NEPC and non-NEPC specimens, including androgen-dependent prostate cancer (ADPC) and castration-resistant prostate cancer (CRPC), and provide evidence showing that *PAX6* expression which is negatively regulated by AR signaling is elevated during the process of NE trans-differentiation. Our results suggest that *PAX6*-induced activation of the *MET/STAT5A* pathway promotes NE trans-differentiation by attenuation of H4K20me3 for the lineage switch of PCa cells towards a NE phenotype.

## Materials and methods

### Cell lines and cell culture

The human PCa cell lines LNCaP (ATCC; CRL-1740), 22Rv1(ATCC; CRL-2505), C42B (ATCC; CRL-3315), PC3 (ATCC; CRL-1435), and DU145 (ATCC; HTB-81) and human embryonic kidney 293T cell lines were obtained from the American Type Culture Collection (ATCC, Manassas, USA). 293T, 22Rv1, C42B, PC3, and DU145 cell lines were cultured in Dulbecco’s modified Eagle’s medium (DMEM; Gibco, USA) supplemented with 10% fetal bovine serum (FBS; Sigma-Aldrich, St. Louis, Missouri, USA) and 1% penicillin/streptomycin (Corning, New York, USA). LNCaP cells were cultured in RPMI-1640 medium (Gibco) supplemented with 10% FBS (Sigma-Aldrich) and 1% penicillin/streptomycin (Gibco). LNCaP^ENZ^ cell line was cultured further in the continuous presence of 20 µM ENZ (Med Chem Express, Shanghai, China) to maintain ENZ resistance. For the AR function assay, cells were maintained in androgen-depleted medium composed of phenol red-free RPMI-1640 medium, 5% charcoal/dextran-stripped serum (CSS; Gibco), and 1% penicillin/streptomycin (Gibco). All cell lines were cultured in a humidified incubator at 5%CO_2_ and 95% air atmospheres at 37℃ and were routinely tested for mycoplasma (every ~ 6 weeks) using the MycoSEQTM Mycoplasma Detection Kit (Thermos Fisher Scientific, USA). Experiments were performed using fewer than 10 passages for each cell line.

### Plasmids

A human *PAX6* lentiviral expression construct containing a puromycin resistance gene was purchased from Genomeditech (Shanghai, China). A *PAX6* P1 promoter androgen response element (ARE**)** luciferase reporter construct (*PAX6* ARE-luc) was generated by inserting the *PAX6* ARE-centric sequence, combined with a *PAX6* minimal promoter into the upstream region of the firely luciferase gene in a pGL4.17 vector (Promega, E6721). Primer sequences for cloning the *PAX6* P1 promoter sequence from LNCaP genomic DNA are provided in Supplementary Table S1.

*PAX6* short hairpin RNA (shRNA) expression constructs were purchased from Genomeditech. The *STAT5A* expression lentiviral vector was purchased from Miaoling Biology (Wuhan, China). Single-guide RNA (sgRNA) was designed using an online platform (www.benchling.com) and synthesized by Sangon Biotech Comp (Shanghai, China). The annealed DNA oligos were cloned into the pLenti-CRISPRv2 vector (Addgene_52961) for genome editing. Data from all shRNA and sgRNA sequencing methods used in this study are provided in Supplementary Table S1.

### Generation of stable knockdown and over-expression subclone cell lines

Stable *PAX6* , *STAT5A, AR, and MET* knockdown subclone cell lines were achieved by infecting cells with lentiviral vectors expressing *PAX6* shRNA (sh*PAX6*-1#, sh*PAX6*-2#), *STAT5A* shRNA (sh*STAT5A*-1#, sh*STAT5A*-2#), *AR* shRNA(sh*AR*-1#, sh*AR*-2#), and MET shRNA(sh*MET*). A non-target control shRNA was used for construction of the control subclone cell line. LNCaP and C42B cells were infected *PAX6* CDS-containing or *STAT5A* CDS-containing lentiviral vector for stably overexpressing *PAX6* or *STAT5A*. Briefly, 293T cells were co-transfected with the lentiviral vector, psPAX2 (Addgene_12260) and pMD2G (Addgene_12259) at a 3:2:1 ratio using PEI (Thermo Fisher Scientific, MD, USA) following the manufacturer’s instructions. The medium was changed 6 h after transfection. The medium containing lentivirus was harvested 48 h after transfection. PCa cells were infected with lentivirus in the presence of polybrene (8 µg/mL) followed by 2 weeks puromycin selection (5 µg/mL).

### Quantitative real-time PCR

Total RNA was extracted from the cells using the FastPure Cell/Tissue Total RNA Isolation Kit, following the manufacturer’s instructions (Vazyme, Shanghai, China). Subsequently, RNA was reverse-transcribed into cDNA using the HiScript III All-in-one RT SuperMix Perfect qPCR kit (Vazyme). qPCR was performed using the qPCR SYBR Green Master Mix (Vazyme). To ensure accuracy and reproducibility, β-actin was utilized as the internal control gene. All experimental data were obtained in triplicate and analyzed using the 2^− ΔΔCt^ method [21]. All primers used are available in Supplementary Table S1.

### Immunoblotting

Immunoblotting experiments were performed as described in our previous work [22]. Briefly, whole-cell lysates were prepared in radioimmunoprecipitation assay (RIPA) lysis buffer (Millipore, Bedford, MA, USA) supplemented with a protease inhibitor (Med Chem Express) and phosphatase inhibitor (Med Chem Express). After protein quantification using the Pierce BCA Protein Assay Kit (Thermo Fisher Scientific), 40 µg of total protein was separated via SDS-PAGE and transferred to a PVDF membrane (Millipore). The membrane was blocked with TBST containing 5% bovine serum albumin (BSA, Gibco) at 16–25 °C for 1 h and then incubated with the relevant primary antibodies at 4 °C overnight, followed by probing with a horseradish peroxidase (HRP)-conjugated secondary antibody at 16–25 °C for 1 h. The relevant proteins were visualized using an electrochemiluminescence detection instrument (Bio-Rad, California, USA) and HRP substrates. The following antibodies were used: PAX6 (Abcam, UK, ab195045), TP53(Cell Signaling Technology (CST, Danvers, MA, USA), 9282), RB1 (CST, 9313), AR (Abcam, ab133273), SYP (Proteintech, Chicago, USA, 17785-1-LG), NSE (Proteintech, 66150-1-Ap), CHGA (Proteintech, 10529-1-AP), STAT5A (CST, 94,205 and Santa Cruz Biotechnology, USA, 271,542), p-STAT5A (CST, 9359), MET (CST, 8198), p-MET (CST, 3077), Ki67 (Abcam, ab15580), KMT5C (Abclonal, Wuhan, China, A16235), and SMYD5 (Abclonal, A6191).

### Hematoxylin-eosin (H&E) and immunohistochemical (IHC) staining assays

H&E and IHC staining of paraffin-embedded tissue sections were performed by Runnerbio Biotech (Shanghai, China). Briefly, the tissues were fixed in 4% paraformaldehyde overnight and embedded in paraffin. Paraffin-embedded tissue sections (4 μm) were dewaxed in xylene for 5 min and successively hydrated in 100%, 95%, 85%, and 70% ethanol. Following inactivation of endogenous peroxidase with disodium-hydrogen phosphate-2-hydrate, these sections were blocked using 10% donkey serum for 1 h at 16–25 °C for immunohistochemical staining. Next, the sections were incubated with primary antibody (1:200) at 4 °C overnight, washed three times (10 min each time) with PBS, and then incubated with horseradish peroxidase-conjugated secondary antibody (Vector Laboratories, Burlingame, CA, USA) for 1 h at 16–25 °C. Finally, after washing three times with PBS, the sections were visualized with diaminobenzidine (DAB) staining (Sangon Biotech) and hematoxylin counterstaining (Beyotime, Shanghai, China). Images were acquired using a microscope (DFC420C; Leica, Heerbrugg, Germany).

### Immunofluorescence assay

Cells were seeded on cover slides, placed in a 24-well plate, and cultured in DMEM supplemented with 10% FBS at 5% CO_2_ at 37 °C overnight. Adherent cells on the cover slides were fixed with 4% paraformaldehyde for 15 min at 16–25 °C. The cells were blocked with 10% normal donkey serum (GeneTex, Irvine CA, USA) for 1 h at 16–25 °C. After incubation with relevant primary antibody (diluted 1:200 in PBS containing 1% normal donkey serum) at 4 °C overnight, the cells were washed for 10 min three times with PBS buffer and then incubated with Alexa Fluor-594 conjugated secondary antibody (Thermo Fisher Scientific) at 16–25 °C for 1 h in the dark. Next, the cells were washed three times with PBS and stained with DAPI (Thermo Fisher Scientific). The immunofluorescence-stained slides were observed and photographed using a microscope (Leica).

### ChIP assay

The ChIP assay was performed using a SimpleChIP Enzymatic Chromatin IP Kit (CST, 9003) according to the manufacturer’s instructions. LNCaP cells were cultured in phenol red-free medium containing 5% CSS for 72 h, after which DHT (10 nM) or DMSO was added and the cells were cultured for another 24 h. For the assay, 2 × 10^7^ cells were harvested. Briefly, chromatin was crosslinked with nuclear proteins, enzymatically digested with micrococcal nuclease, sonicated, and immunoprecipitated with anti-AR antibodies. Normal IgG included in the kit was used as the negative control for IP. Immunoprecipitates were pelleted with agarose beads, purified, and subjected to qPCR using primers specifically targeting the ARE-centric *PAX6* genomic region or the PAX6-binding *STAT5A* and *MET* promoter region. The following antibodies were used: AR (Abcam, ab108341). Flag beads (Sigma-Aldrich, M8823) were used in the PAX6 chip experiment to pull down intracellular protein-DNA conjugates after over-expression of the PAX6 plasmid in cells. The ChIP primer sequences used in this study are listed in Supplementary Table S1.

### Cell proliferation assays

To determine cell proliferation, cells were seeded on 96-well plates at a density of 2,000 cells per well and were cultured in medium with or without ENZ (20 µM, Med Chem Express) for up to 6 days. Cell proliferation was assessed using the CellTiter96 Aqueous One Solution Cell Proliferation Assay (Biosharp, Shanghai, China) according to the manufacturer’s instructions. The absorbance values of CCK-8 were measured at 450 nm using a BioTek Synergy HT microplate reader (BioTek Inc., Vermont, USA). To assess the cell growth ability after the treatment of ENZ (Med Chem Express), 2000 cells in 96-wellplate were treated with the indicated concentrations of drug and then incubated for 72 h. CCK-8 assay was performed to measure cell viability at various time points. IC50 values were calculated using Graphpad Prism.

The MTT cell proliferation assay involved seeding 2000 cells per well in a 96-well cell culture plate. After cell adhesion, 10 µL of MTT solution (Beyotime) were added to each well, and the cells are further incubated in a cell culture incubator for 4 h. Subsequently, 100 µL of formazan solution (Beyotime) was added to each well, mixed appropriately, and incubated in the cell culture incubator until the formazan dissolved completely. The absorbance was measured at 570 nm.

### Colony formation assay

For the colony formation assay, cells were seeded in 6-well plates at a density of 1,000 cells per well and cultured in medium with or without ENZ (20 µM, Med Chem Express) for up to 2 weeks. The cells were allowed to grow until visible colonies formed and were then stained with crystal violet.

### Tumorsphere formation assay

To investigate tumor sphere formation, single PCa cells were suspended in a prostate sphere culture medium consisting of DMEM/RPMI-1640 medium supplemented with N2(Gibco), B27 (Gibco), epidermal growth factor (20 ng/mL, PeproTech, New Jersey, USA), and fibroblast growth factor (20 ng/mL, PeproTech). These cells were then seeded in 24-well low-attachment dishes (Corning) at a density of 1,000 cells per well in 500 µL of medium. The culture medium was supplemented every three days until cell spheres formed, which typically occurred after approximately 1–2 weeks of culturing. The number of colonies and spheres were counted under a light microscope.

### Apoptosis assay

To detect apoptosis, cells were fixed and co-stained with propidium iodide (PI) and FITC-conjugated Annexin V using the FITC Annexin V Apoptosis Detection Kit (Yeasen, Shanghai, China), according to the manufacturer’s instructions. Briefly, 1 × 10^6^ cells were collected and incubated with Annexin V-Alexa Fluor 647 and PI for flow cytometry. The stained samples were protected from light and subjected to flow cytometry within 1 h. The independent experiment was repeated three times. Data were collected using an Accuri C6 flow cytometer and analyzed using FlowJo software (BD Biosciences Inc., New Jersey, USA).

### Luciferase reporter assay

For determining the effect of AR on *PAX6* ARE recognition, LNCaP cells were co-transfected with firefly luciferase reporter vectors containing the PAX6 ARE together with the pRL-TK renilla luciferase vector (Addgene_11313) and were treated with R1881 (1 nM, Sigma-Aldrich) combined with or without ENZ (20 µM, Med Chem Express) for 24 h. The cells were then harvested and lysed. The cell lysates were assayed for relative luciferase activity using a Dual-Luciferase Reporter Assay Kit (Yeasen) according to the manufacturer’s instructions.

### Whole transcriptome sequencing (RNA-seq) and ATAC seq

Total mRNA was reverse-transcribed into barcoded cDNA fragments using an oligo-dT primer with an attached adapter. Barcoded cDNA libraries were sequenced using an Illumina HiSeq 4000 PE150 platform (Illumina). Following quality assessment, RNA-seq reads were aligned to the reference genome (GRCh37/hg19) using HISAT2. StringTie was used to assemble and quantify the transcript abundance. DESeq2 (RRID: SCR_000154) was used to perform differential gene expression analysis of the normalized data. Three replicates for each cell line were used in the experiment. The full-gene list about gene expression profile change was shown in Supplementary Table S2.

For the ATAC-seq assay, 50,000 cells were centrifuged at 500*g* for 5 min at 4℃, and the supernatant was removed. Cells were washed once with cold PBS. Subsequently, the cells were again centrifuged at 500*g* for 5 min at 4℃ and the supernatant was removed. The cells were then suspended in cold lysis buffer. Next, the cells were again centrifuged at 500*g* for 10 min at 4℃ and the supernatant was removed. The transposition reaction system was configured using Tn5 transposase. The cell nuclear content was added to the transposing reaction system mixture, and the DNA were purified after incubation at 37℃ for 30 min. The PCR system was configured with purified DNA, and PCR amplification was performed. The final DNA libraries were run on an Illumina platform after the DNA was purified. We used an integrative genome browser (IGV) program for peak visualization. Two replicates for each cell line were used in this experiment.

### Tumor xenograft experiment

Six-week-old male nude mice (SLAC, Shanghai, China) were housed and manipulated according to the protocols approved by the Renji Hospital Medical Experimental Animal Care Commission. All animals were euthanized before 20% body weight loss occurred. All mice were maintained in a pathogen-free facility at Ren Ji Hospital. Approximately 5 × 10^6^ cells were suspended in 100 µL 50% Matrigel and injected into the right flank of nude mice. To evaluate the capacity for in vivo castration resistance, nude mice were castrated two weeks prior to subcutaneous tumor cell inoculation. ENZ (Med Chem Express, HY-70,002) 10 mg/kg or its vehicle (corn oil) was injected daily via intraperitoneal injection. The tumors were harvested, imaged, and weighed after the mice were euthanized. .

### Bioinformatic analysis

Human PCa datasets used for correlation studies or for detecting profiling changes in PAX6 among different disease subtypes were downloaded from The Cancer Genome Atlas (TCGA) database, cBioPortal database (https://www.cbioportal.org/), and Gene Expression Omnibus (GEO) datasets (GSE244024, GSE202299, GSE32967, GSE6752, GSE70380, GSE161167, GSE56288, GSE137829, GSE239593 and GSE116918, GSE21034, GSE35988, GSE3325, GSE66187, GSE40275, GSE43346, GSE16560, http://www.ncbi.nlm.nih.gov/geo/). The sequencing data from SU2C/PCF 2019 Cohort [23], Beltran 2016 Cohort [24], Gao, 2014 Cohort [25], MD Anderson 2023 Cohort [26], Fred Hutchinson 2016 Cohort [27] and Broad/Cornell 2012 Cohort [28] was downloaded from the cBioPortal database. In addition, CANCERTOOL(http://web.bioinformatics.cicbiogune.es/CANCERTOOL/index.html) and PanCanSurvPlot (https://smuonco.shinyapps.io/PanCanSurvPlot/) were used to evaluate the mRNA expression and conduct survival analysis of clinical patient samples. Correlations were determined using Pearson’s correlation coefficients. Detailed information about the analysis method of each of the datasets used was shown in Supplementary Table S3.

### Statistical analysis

All experiments were repeated at least three times and the mean and standard error (mean ± SD) values calculated. Statistically significant differences between two groups were analyzed using unpaired two-tailed Student’s t-tests, and differences between more than two groups were determined using one-way ANOVA. For all analysis, the results were considered statistically significant at *p < 0.05, **p < 0.01, and ***p < 0.001.

## Results

### PAX6 expression is significantly elevated in NEPC

To screen potential candidates of NE trans-differentiation driver genes, we analyzed the expression profiling changes using data from 3 NEPC related datasets, including GSE239593 dataset (Bulk RNA-seq analysis data from a 3D-engineered PCa cell derived tissue (EPCaT) model), GSE244024 dataset (transcriptome profiling changes after over-expression of *ONECUT2* (*OC2*) in LNCaP cells) and GSE202299 dataset (transcriptome profiling changes after knockdown of *TP53* and *RB1* in C42B cells) (Fig. 1a, and Supplementary Table S3). We took the intersection of the differentially expressed genes in these three datasets (total 154 genes) and identified eight neuron-related genes (Fig. 1a). Among them, we found a novel neuron-related TF, PAX6, which exhibited an upregulation with the largest fold change in NEPC group (Fig. S1a). To confirm the above findings, we further analyzed single-cell RNA-seq data of clinical NEPC specimens from GSE137829 dataset [29] and found that *PAX6* expression was markedly high in the most advanced NEPC, accompanied with a low level of AR score (Fig. 1b).

**Fig. 1:**
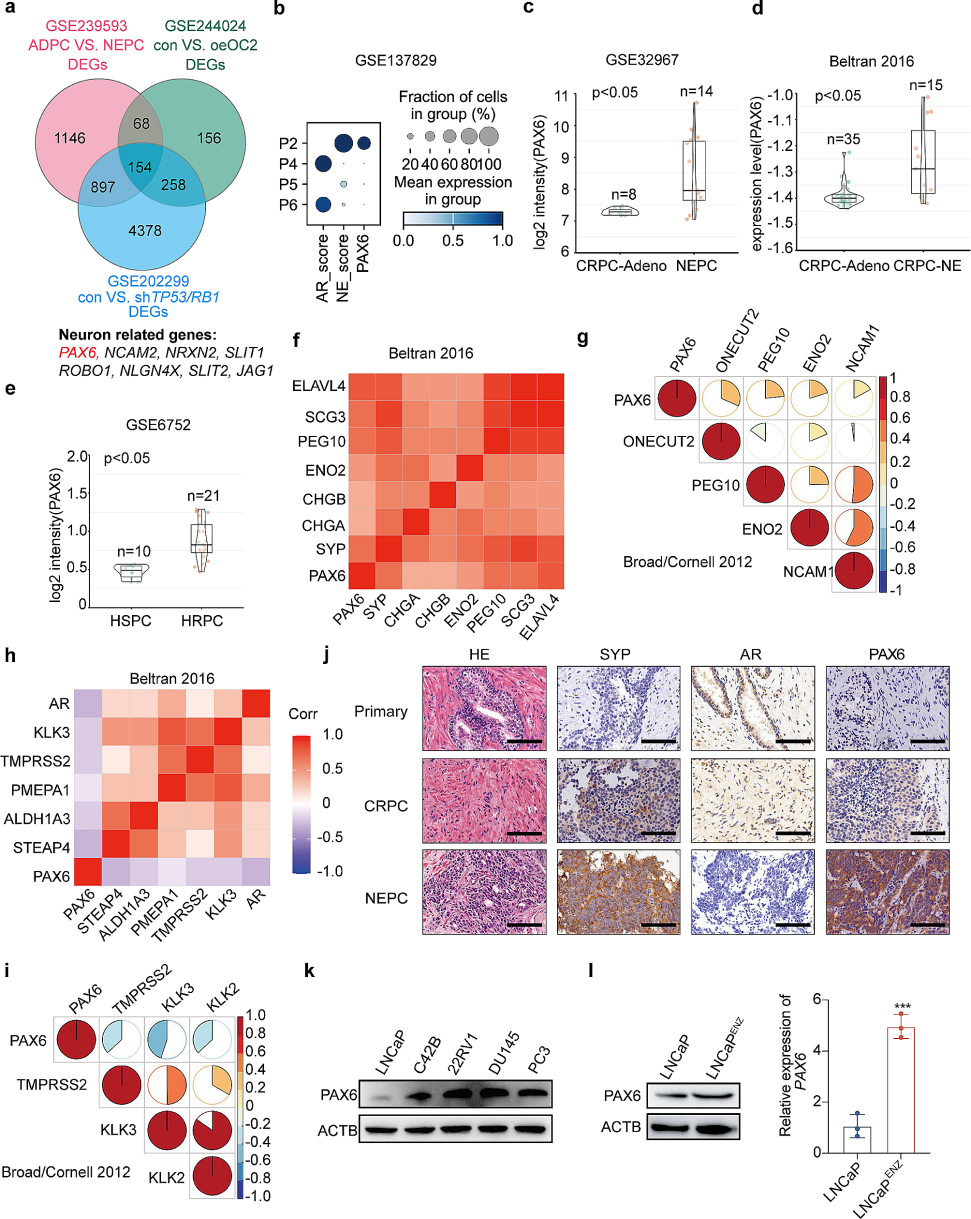
*PAX6* expression is upregulated in NEPC. **a** Intersection of differentially expressed genes from the NEPC related datasets. **b** The expression of *PAX6* in NEPC patients based on GSE137829 dataset (P2, patient 2; P4, patient 4; P5, patient 5; P6, patient 6). **c** Comparisons of *PAX6* mRNA levels level in CRPC-Adeno and NEPC based on the GSE32967 dataset (CRPC-Adeno, *n* = 8; NEPC, *n* = 14). **d** Comparisons of *PAX6* mRNA levels in CRPC-Adeno vs. CRPC-NE based on the Beltran-2016 dataset (CRPC-Adeno, *n* = 35; CRPC-NE, *n* = 15). **e** Comparisons of *PAX6* mRNA levels in HSPC vs. HRPC based on GSE6752 dataset (HSPC, *n* = 10; HRPC, *n* = 21). **f** Correlation analysis of *PAX6* with NE signature genes based on the Beltran 2016 Cohort. **g** Correlation analysis of *PAX6* with NE signature genes based on the Broad/Cornell 2012 Cohort. **h** Correlation analysis of *PAX6* with *AR* associated genes based on the Beltran 2016 Cohort. **i** Correlation analysis of *PAX6* with *AR* associated genes based on the Broad/Cornell 2012 Cohort. **j** Representative H&E and IHC staining of PAX6, AR and SYP in tissues from patients with Primary PCa, CRPC or NEPC (Scale Bar: 100 μm). **k** Protein expression of PAX6 in PCa cell lines. **l** Protein and mRNA expression of PAX6 in LNCaP^ENZ^ cells compared to the control cells. All the experiments were repeated for three times. Data represents the mean ± SD, ***p < 0.001

To further study the relationship between the expression of *PAX6* and the initiation of NEPC, we performed bioinformatics assays in other public datasets and found that *PAX6* mRNA level was higher in NEPC patient-derived xenografts (PDXs) compared to Adeno PDXs (GSE32967), as well as in CRPC-NE samples compared to CRPC-Adeno samples (the Beltran 2016 Cohort [2]) (Fig. 1c and d). Consistently, analysis of a published CRPC dataset (GSE6752) also confirmed a higher expression level of *PAX6* in hormone-refractory prostate cancer (HRPC) compared to hormone-sensitive prostate cancer (HSPC) (Fig. 1e). We also studied the PAX6 expression in both human and mouse tissue samples with various AR and NE markers profiling using the data from GSE66187 dataset. We observed an upregulation of *PAX6* in AR^−^/NE^+^ NEPC-like human as well as mouse samples, which indicated a positive relationship between elevated *PAX6* expression and NEPC (Supplementary Fig. S1b and S1c). Furthermore, we observed that *PAX6* was positively correlated with the NE signature genes in the Beltran 2016 Cohort [2] (Fig. 1f) and the Broad/Cornell 2012 Cohort [28] (Fig. 1g). On the other hand, we also observed that *PAX6* was negatively correlated with *AR* associated genes such as *KLK3* in the Beltran 2016 Cohort and the Broad/Cornell 2012 Cohort (Fig. 1h and i). For further confirmation, we analyzed and verified the negative correlation between *PAX6* and *AR* expression levels in GSE32967 and GSE6752 datasets which we used above (Supplementary Fig. S1d). Next we hypothesized that high expression of PAX6 might be generalized in other neuroendocrine cancers, and we examined expression of *PAX6* in SCLC that is also a type of neuroendocrine and compared it to non-small cell lung cancer (NSCLC). We indeed observed that expression level of *PAX6* was also significantly in SCLC higher than that in NSCLC, indicating that upregulation of *PAX6* might play a general role on promotion of NE trans-differentiation in cancers (Supplementary Fig. S1e and S1f).

To validate the elevated PAX6 expression levels in NEPC tissue samples, we performed IHC and H&E staining with tissues sections prepared from human CRPC and NEPC specimens. When compared to primary PCa tissues which never received ADT treatment, PAX6 levels were indeed higher in NEPC which exhibited NE histology than in CPRC and primary PCa tissues (Fig. 1j and Supplementary Fig. S1g and Supplementary Table S4). We further wondered whether the expression of *PAX6* was also associated with other pathological characteristic such as gleason score stage and metastasis in PCa. To this end, we examined the relationship between *PAX6* expression and gleason score stage in the GSE21034 dataset [30] and found that the *PAX6* expression was markedly upregulated with the increase of gleason score (Supplementary Fig. S1h). We also found that the *PAX6* expression was significantly higher in metastatic PCa tissues than that in non-metastatic prostate carcinoma in the GSE35988 dataset [31] and the GSE3325 dataset [32] (Supplementary Fig. S1i).

Consistently, in human PCa cell lines, we found that the PAX6 expression was significantly upregulated in the DU145 and PC3 cells, with characteristics of prostatic small-cell/NE carcinoma [33] (Fig. 1k and Supplementary Fig. S1j), compared to that in the LNCaP cells, a well-known non-NEPC cell line [34]. Moreover, we examined the drug-resistant growth ability of these cells following ENZ treatment (20 µM for 6 h) and found that the proliferation ability of LNCaP cells was weakened significantly after the ENZ treatment (Supplementary Fig. S1k). Collectively, these results indicated that the expression of PAX6 was upregulated in NEPC as a response to the ENZ treatment.

Next, in order to examine the *PAX6* expressional change in ADT-induced NEPC, LNCaP cells were selected from long-time cultures in the presence of ENZ (20 µM) to construct an ENZ-resistant LNCaP subcell line named LNCaP^ENZ^, which imitated the clinical transition to NEPC under ADT [35]. We found that LNCaP^ENZ^ cells proliferated faster than parental LNCaP cells under the treatment of ENZ (Supplementary Fig. S1l), and PAX6 mRNA and protein levels were upregulated as a response to the treatment (Fig. 1l). Thus, these data together indicate that the expression of *PAX6* is positively correlated with NE trans-differentiation in PCa.

### PAX6 is necessary to maintain the NE traits and aggressive behavior of NEPC cells

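RNA was sequenced from parental LNCaP cells, a prostate cancer cell line, and from LNCaP-ENZ cells kept in 20 µM enzalutamide, a drug used against prostate cancer. The sample labels give 1 library per arm, whereas the paper's methods state 3 replicates for each cell line, so no difference between these 2 libraries has a replicate check. The authors aligned the reads to GRCh37 with HISAT2 and quantified them with StringTie, and they deposited raw counts and TPM for 44591 genes listed by symbol. The deposited TPM equal the counts divided by gene length and rescaled. In total, 20468001 counts were assigned to genes in the parental library and 17945722 in the LNCaP-ENZ library. At least 1 count was present for 25258 genes in parental cells and for 24641 genes in LNCaP-ENZ cells. The 10 most counted genes took 22.5% of the parental counts and 24.6% of the LNCaP-ENZ counts. Counts were scaled by the library total to CPM, and the 2 libraries were compared as a log2 ratio of CPM + 0.1, a pseudocount that understates the change of low genes. Each log2 ratio carries a 95% exact Clopper-Pearson confidence interval computed from how the gene's counts split between the libraries. A gene with 3 counts, taken as the floor, has 0.147 CPM in parental cells and 0.167 CPM in LNCaP-ENZ cells. Intervals and floors cover counting error only and compare these libraries, not the conditions. The median log2 ratio of the 14767 genes with a mean CPM of at least 1 was -0.15, and edgeR's TMM factors of 1.05 for the parental and 0.951 for the LNCaP-ENZ library would raise the log2 ratios by 0.15, and by less for genes with few counts because of the pseudocount.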

In order to investigate the NE signature gene profiling changes in LNCaP^ENZ^ cells, we performed transcriptome sequencing. 

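KLK3, on chromosome 19 of GRCh37 from 51358171 to 51364020, had 1817 counts in parental and 1186 counts in LNCaP-ENZ cells, a log2 ratio of -0.43 (95% interval -0.53 to -0.32). Among the alternatives set in advance, setting the median log2 ratio of expressed genes to 0 moved this value most, to -0.27. TMPRSS2, on chromosome 21 from 42836478 to 42880085, fell from 5394 to 1471 counts, with a log2 ratio of -1.68 (-1.77 to -1.60). PMEPA1, on chromosome 20 from 56223448 to 56286592, had 733 and 149 counts and a log2 ratio of -2.10 (-2.37 to -1.85). ALDH1A3, on chromosome 15 from 101419897 to 101456831, had 437 and 67 counts and a log2 ratio of -2.48 (-2.91 to -2.14). STEAP4, on chromosome 7 from 87905744 to 87936228, had 2 and 1 counts, both under the floor of 3 counts, so no change was measurable.
The NE signature genes of Fig. 2a were close to the floor in both libraries. CHGA, on chromosome 14 from 93389445 to 93401638, had 5 counts in parental cells and 8 counts in LNCaP-ENZ cells, a log2 ratio of 0.66 whose 95% interval ran from -0.93 to 2.83. SYP, on chromosome X from 49044265 to 49056661, had 6 and 8 counts and a log2 ratio of 0.47 (-1.11 to 2.41). CHGB, on chromosome 20 from 5891974 to 5906007, had 1 and 2 counts, under the floor in both libraries. All 3 had more counts in LNCaP-ENZ cells, with a median log2 ratio of 0.51. That median is the ratio of CHGB, so it rests on 1 and 2 counts under the floor. Among 10000 random lists of genes matched on mean expression this median lay at percentile 95.4, and between percentiles 81.8 and 96.1 under the alternatives. The 95% interval of the median for counting error ran from -0.34 to 1.42 and includes 0. Of 18 NE marker genes with counts in a longer hand-made list, 7 were higher and 11 lower in LNCaP-ENZ cells, and their median log2 ratio was -0.46 (percentile 31.5).

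**Figure D1:**
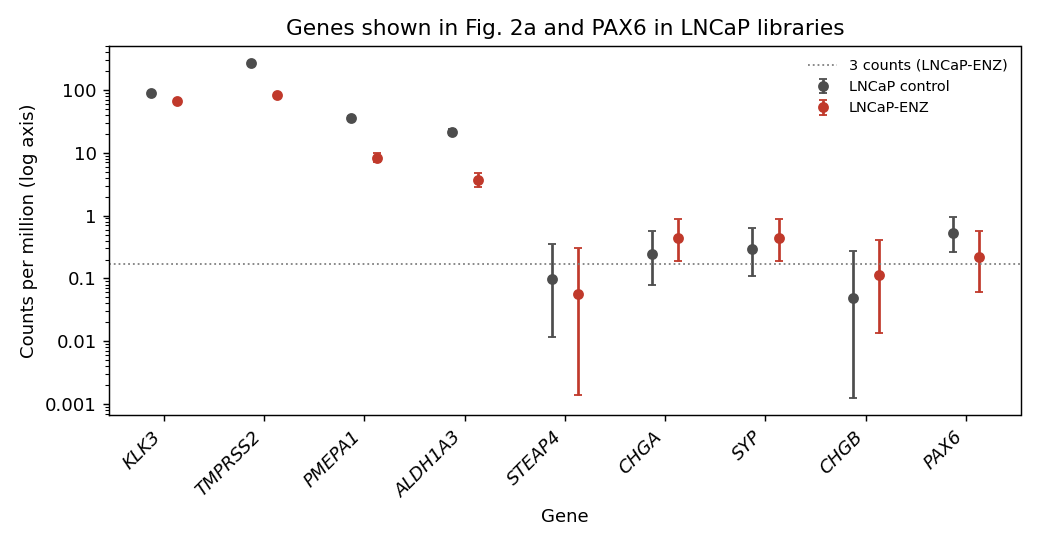
CPM (log axis) of genes of Fig. 2a and PAX6 in the parental LNCaP library (grey) and the LNCaP-ENZ library (red); bars are 95% exact intervals of each share and the dotted line marks 3 counts in the LNCaP-ENZ library. TMPRSS2 lies at 264 CPM in parental and 82.0 CPM in LNCaP-ENZ cells, while the intervals of CHGA, SYP, CHGB and PAX6 overlap between the libraries.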

As results shown in Fig. 2a, downregulation of *AR* associated genes (e.g. *KLK3* and *TMPRSS2*) and upregulation of NE signature genes (e.g. *CHGA*, *SYP* and *CHGB*) were observed in LNCaP^ENZ^ cells compared to the parental LNCaP cells. More importantly, we also performed Gene Set Enrichment Analysis (GSEA) with the RNA-seq data from the LNCaP^ENZ^ vs. the parental LNCaP cells and demonstrated the significant enrichment of the gene signature related to “synapse_assembly” and “dendritic_cell_chemotaxis” pathway in both of which *PAX6* played an activated role (Fig. 2b). 

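The paper's text does not list the members of these gene signatures, so hand-made lists of 91 synapse assembly genes and 29 dendritic cell chemotaxis genes, fixed before the counts were seen, were used in their place. GSEA was not run, and the lists were compared by their median, which a few strongly changed members hardly move. Counts were present for 79 of the synapse assembly genes, of which 30 were higher and 49 lower in LNCaP-ENZ cells. Their median log2 ratio was -0.13 (95% interval -0.31 to -0.05), at percentile 43.3 of matched random lists, so by its median the list did not stand apart from genes of similar expression. This median changed sign under TMM scaling, to 0.0099, and with the median log2 ratio of expressed genes set to 0, to 0.028. Both scalings raise other genes too, and the list then lay at percentiles 50.2 and 43.3. Among its members, ADGRL3 rose from 0 to 49 counts (lower 95% limit of the log2 ratio 3.87), and BDNF rose from 46 to 149 counts. FLRT2 had 26 counts in parental and 2 counts in LNCaP-ENZ cells, and WNT7A had 11 and 0 counts, with upper 95% limits of the log2 ratio of -1.51 and -1.14. For the dendritic cell chemotaxis list, 22 genes had counts, 10 higher and 12 lower, with a median log2 ratio of -0.09 (-0.29 to 0.25) at percentile 28.9. TMM scaling gave 0.011 for this list (percentile 24.5), and setting the median of expressed genes to 0 gave 0.062 (percentile 28.9). CD74 rose from 6 to 786 counts and CCR2 had 0 and 3 counts, while ALOX5 fell from 30 to 7 counts and CCL20 from 605 to 257. In at least 1 library, 66 of the synapse assembly and 16 of the dendritic cell chemotaxis genes had more counts than the floor.
PAX6 lies on chromosome 11 of GRCh37 from 31806340 to 31839509. It had 11 counts (0.537 CPM, 95% interval 0.268 to 0.962) in parental cells and 4 counts (0.223 CPM, 0.0607 to 0.571) in LNCaP-ENZ cells. The log2 ratio was -0.98 (-3.38 to 0.49), so a change of PAX6 was not detectable at this depth. For both gene signatures, the paper states an activated role of PAX6.

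**Figure D2:**
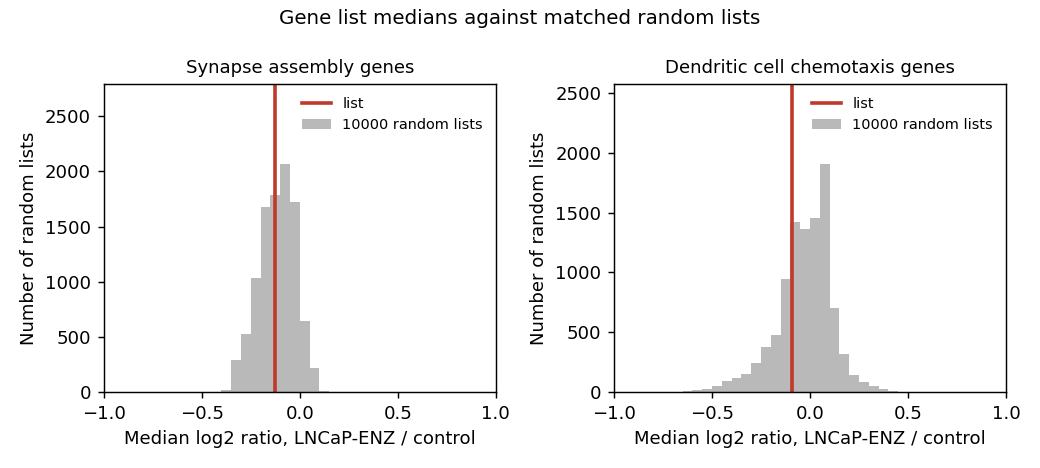
Number of random gene lists (10000 per panel, matched on mean expression) by their median log2 ratio of LNCaP-ENZ to parental cells; the red line is the median of the synapse assembly or dendritic cell chemotaxis list. Both red lines, at -0.13 and -0.09, lie inside the spread of the random lists.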

The two pathways are reported to be associated with the NE trans-differentiation of PCa cells [36, 37] and to influence expression of NE markers, cell communication related genes and tumor microenvironment regulatory genes, contributing to the aggressive feature and poor prognosis [38–42]. In agreement with the results from the above profiling assay, we also confirmed that expression of PAX6, SYP and NSE was upregulated, and that expression of AR and KLK3 was downregulated in LNCaP^ENZ^ cells compared to the parental LNCaP cells (Fig. 2c - e).

**Fig. 2:**
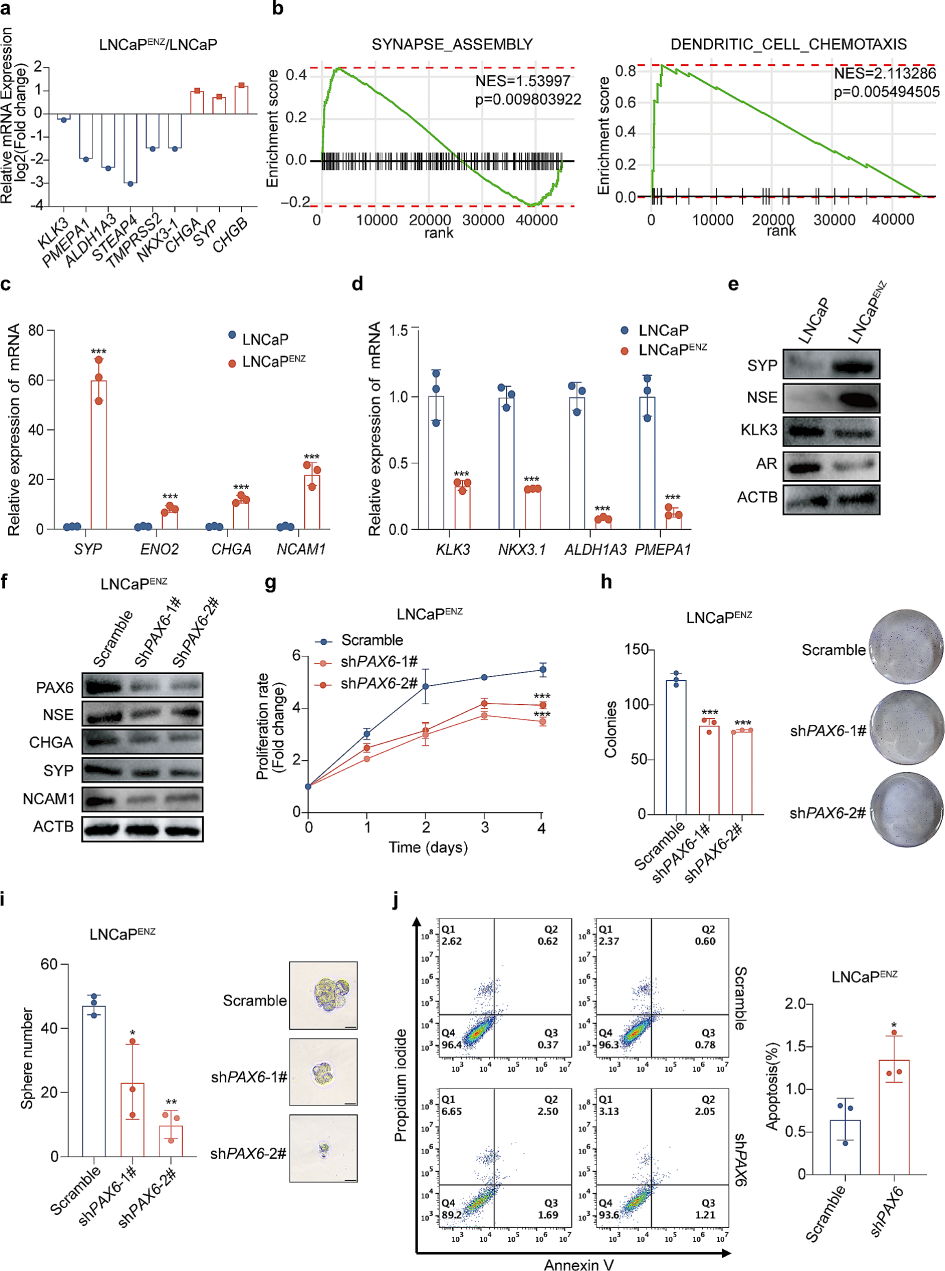
Elevated expression of *PAX6* is associated with the resistance to ENZ in PCa. **a** Relative mRNA expression of NE signature genes and *AR* associated genes in LNCaP^ENZ^ cells compared with the control by RNA-seq. **b** GSEA results of the indicated gene signatures for the comparisons of LNCaP^ENZ^ and control cells. **c** mRNA expression of NE signature genes in LNCaP^ENZ^ and control cells. **d** mRNA expression of *AR* associated genes in LNCaP^ENZ^ and control cells. **e** Protein expression of SYP, NSE, KLK3, AR in LNCaP^ENZ^ cells and control cells. **f** Protein expression of PAX6, NSE, CHGA, SYP and NCAM1 in LNCaP^ENZ^-sh*PAX6* cells and control cells. **g** Cell proliferation assays in LNCaP^ENZ^-sh*PAX6* cells and control cells. Data represent the fold change of OD value during an observation period of up to 4 days. Fold change on the day of cell seeding (day0) in each group was set as 1. **h** Representative image and quantification assay of colony numbers in LNCaP^ENZ^-sh*PAX6* cells and control cells. **i** Representative image and quantification assay of tumorsphere formation in LNCaP^ENZ^-sh*PAX6* cells and control cells. **j** Flow cytometric analysis for cell apoptosis by the percentage of Annexin V + cell population in LNCaP^ENZ^-sh*PAX6* cells and control cells. All the experiments were repeated for three times. Data represents the mean ± SD. *p < 0.05, **p < 0.01, ***p < 0.001

Since LNCaP^ENZ^ cells displayed the characteristics of decreased expression of *AR* associated genes and increased expression of NE signature genes and *PAX6*, we examined whether knocking down *PAX6* in LNCaP^ENZ^ cells could restore its sensitivity to ENZ. As expected, knockdown of *PAX6* led to a decreased expression of NSE, CHGA, SYP and NCAM1 (Fig. 2f), as well as downregulated the ability of proliferation, colony and tumorsphere formation following the treatment of ENZ in LNCaP^ENZ^ cells (Fig. 2g-i). Considering NEPC cells usually have anti-apoptotic properties [43], we wondered whether *PAX6* had an effect on apoptosis of cells. To examine the effect of *PAX6* on cell apoptosis, we performed the related assay and found that the proportion of apoptosis was increased in LNCaP^ENZ^ cells after knockdown of *PAX6* (Fig. 2j). These results suggested that knockdown of *PAX6* could repress the process of NE trans-differentiation and restore the sensitivity of PCa cells to ENZ.

Previous studies have reported that loss of *TP53* and *RB1* could promote NE trans-differentiation in LNCaP cells [4]. Therefore, we constructed the LNCaP-sh*RB1/TP53* cell line as a NEPC cell model that represented more closely the clinical situations to evaluate the role of *PAX6* in regulation of NE trans-differentiation (Supplementary Fig. S2a). First, we detected an upregulation of *PAX6* expression in LNCaP-sh*RB1/TP53* cells compared to the control (Supplementary Fig. S2b). To assess the necessity of *PAX6* in maintaining the NE phenotype in PCa cells, we stably knocked down *PAX6* in the LNCaP-sh*RB1/TP53* cell line and found that the expression of NSE was downregulated compared to the control cells (Fig. 3a and Supplementary Fig. S2c). At the same time, the ability of cell proliferation, colony and tumorsphere formation was significantly reduced in the LNCaP-sh*RB1/TP53* cells under the treatment of ENZ after *PAX6* knockdown (Fig. 3b-d). Similar to what we observed in the LNCaP^ENZ^ cells, the effect of *PAX6* knockdown led to a significant increase in Annexin V^+^ cell populations, indicating an enhanced cell apoptosis at both early and late apoptotic stages in LNCaP-sh*RB1/TP53* cells (Supplementary Fig. S2d). As a further confirmation, we also downregulated *PAX6* expression in DU145 (named as DU145-sh*PAX6*, Fig. 3e and Supplementary Fig. S2e) and PC3 cells (named as PC3-sh*PAX6*, Supplementary Fig. S2h) and repeated the similar experiments described above. We found that knockdown of *PAX6* could also attenuate NE phenotypes in both two cell lines (Fig. 3f-h, and Supplementary Fig. S2f-S2k).

**Fig. 3:**
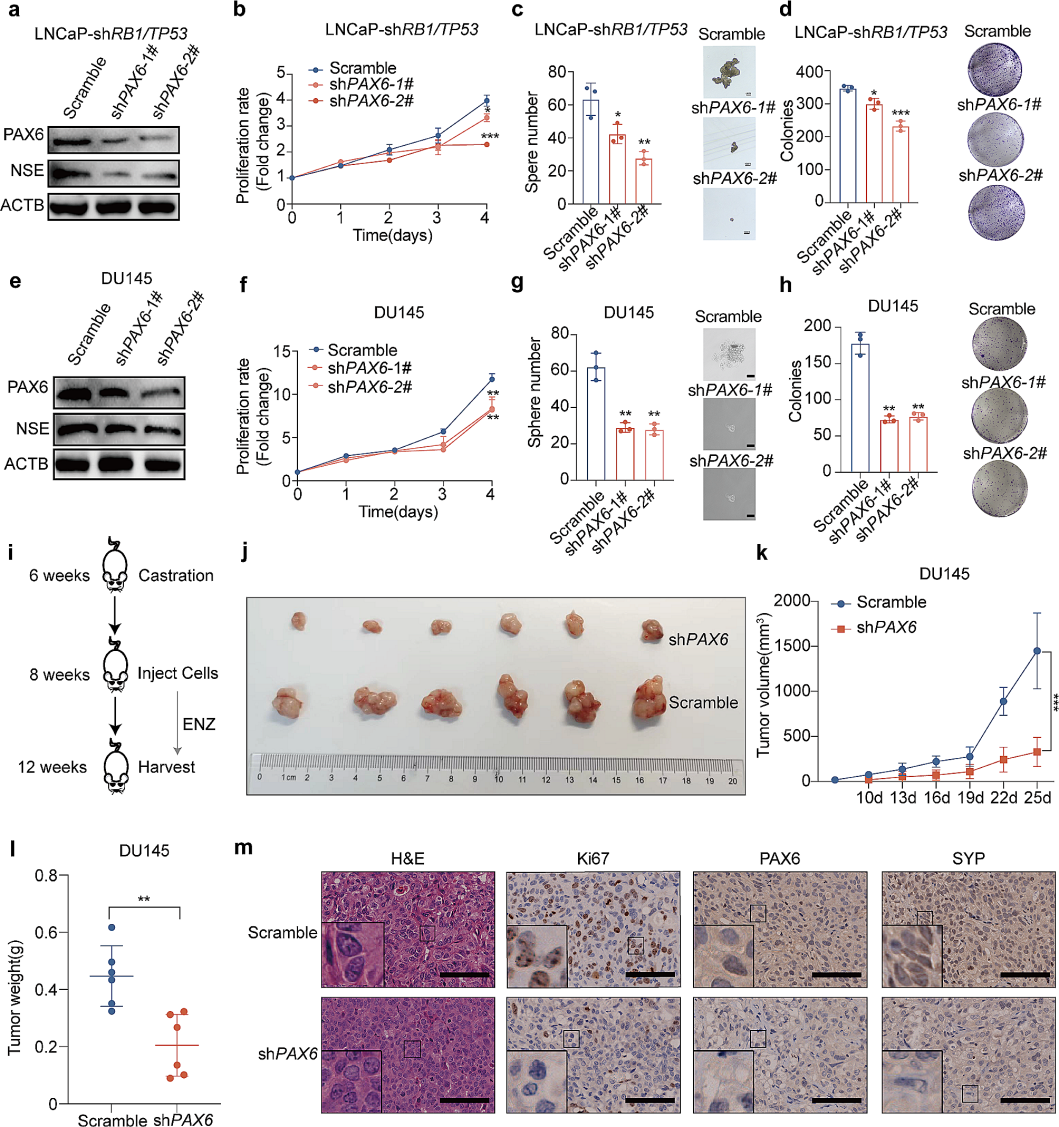
Knockdown of *PAX6* represses the phenotype of NEPC. **a** Protein expression of PAX6 and NSE after *PAX6* knockdown in LNCaP-sh*RB1/TP53* cells and control cells. **b** Cell proliferation assay after *PAX6* knockdown in LNCaP-sh*RB1/TP53* cells and control cells. **c** Representative image and quantification assay of tumorsphere formation after *PAX6* knockdown in LNCaP-sh*RB1/TP53* cells and control cells. **d** Representative image and quantification assay of colony formation after *PAX6* knockdown in LNCaP-sh*RB1/TP53* cells and control cells. **e** Protein expression of PAX6 and NSE in DU145-sh*PAX6* cells and control cells. **f** Cell proliferation assays in DU145-sh*PAX6* cells and control cells. **g** Representative image and quantification assay of tumorsphere formation after *PAX6* knockdown in DU145-sh*PAX6* cells and control cells. **h** Representative image and quantification assay of colony formation in DU145-sh*PAX6* cells and control cells. **i** Graphic of the construction of the xenograft model in castrated nude mice. **j** Anatomic tumor image of DU145-sh*PAX6* cells or control cells inoculated xenografts. **k** Tumor volume analysis of DU145-sh*PAX6* cells and control cells inoculated xenografts at the end point. **l** Tumor weight analysis of DU145-sh*PAX6* cells and control cells inoculated xenografts. **m** Representative H&E staining and IHC staining of Ki67, PAX6, SYP in xenograft samples (Scale Bar: 100 μm, with the boxed region enlarged and shown on the left). All the experiments were repeated for three times. Data represents the mean ± SD.*p < 0.05, **p < 0.01, ***p < 0.001

To verify the effect of *PAX6* on tumor growth in vivo, we performed castration on 6–8 weeks old male nude mice. Two weeks after surgery, we inoculated 5 × 10^6^ cells of DU145-sh*PAX6* or PC3-sh*PAX6* and their control cells subcutaneously and assessed the sizes and weights of tumor respectively (Fig. 3i). The results showed that the tumor volumes and weights after knockdown of *PAX6* were significantly lower than those in the control group (Fig. 3j -l and Supplementary Fig. S2l). IHC assay results showed that after knockdown *PAX6*, the expression of SYP was significantly reduced (Fig. 3m and Supplementary Fig. S2m). Collectively, we concluded that *PAX6* is essential for maintaining NE trans-differentiation and NEPC cell behaviors.

#### PAX6 promotes NE plasticity and inhibits AR signaling

To confirm *PAX6*’s role in induction of NE trans-differentiation in PCa cells, we stably overexpressed *PAX6* in LNCaP and C42B cells, respectively (Fig. 4a and Supplementary Fig. S3a). We found that over-expression of *PAX6* upregulated the expressional level of NE lineage markers such as SYP and NSE in LNCaP and C42B cells compared with controls (Fig. 4b and Supplementary Fig. S3b). Notably, over-expression of *PAX6* in LNCaP and C42B cells accelerated cell proliferation, colony formation and tumor sphere formation in LNCaP and C42B cells after ENZ treatment (20 µM) (Fig. 4c - e and Supplementary Fig. S3c-3e). We also found that both LNCaP-*PAX6* and control cells exhibited the dose–dependent response to the ENZ treatment, and the treatment sensitivity is lower in LNCaP-PAX6 cells (IC50: 76.85 µM) than in control cells (IC50: 33.65 µM) (Fig. 4f). As expected, we observed similar results in C42B-*PAX6* vs. control cells (Supplementary Fig. S3f). Taken together, these results suggested that *PAX6* acted as an important factor in promoting NE trans-differentiation in PCa cells.

**Fig. 4:**
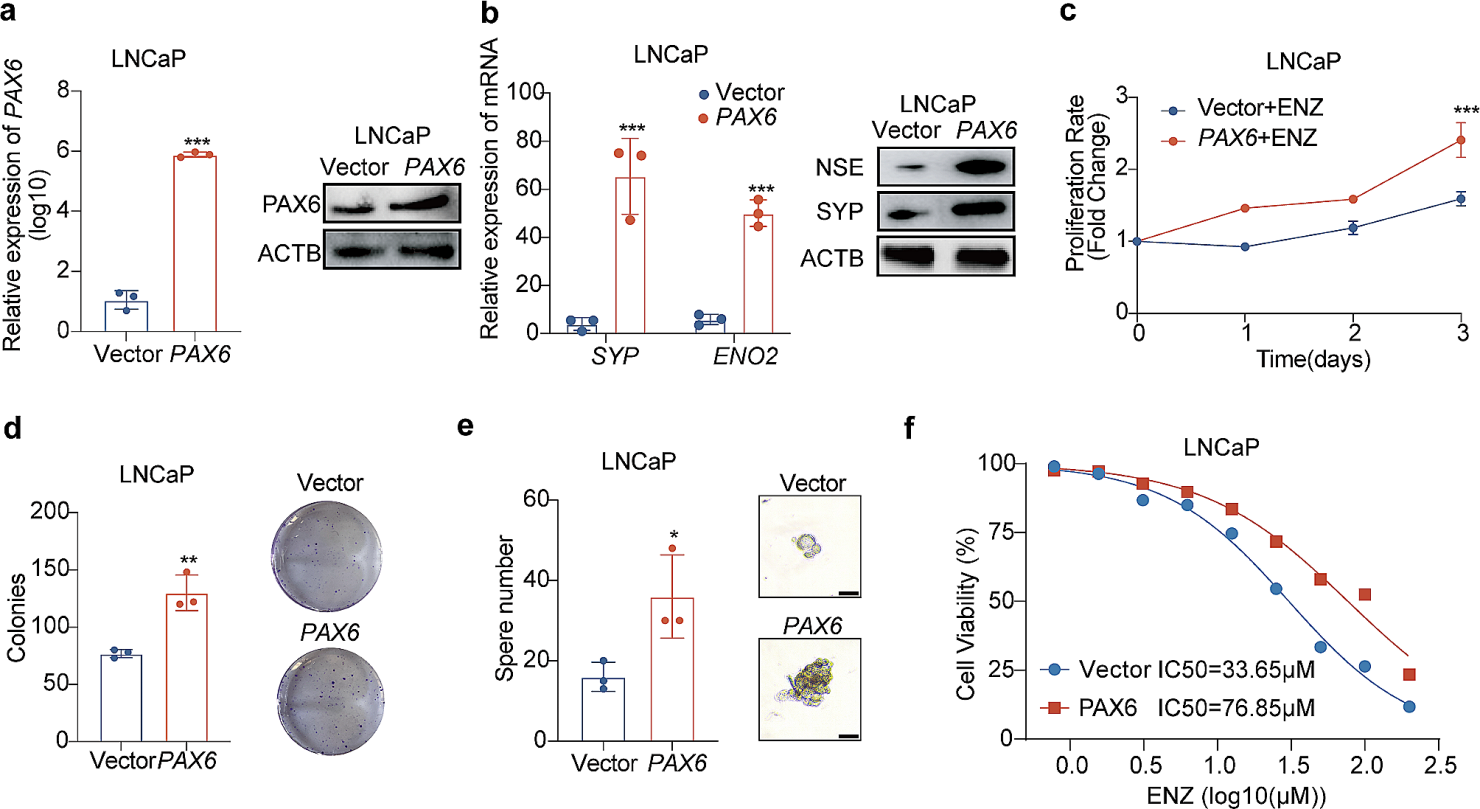
Over-expression of *PAX6* promotes the NE trans-differentiation in non-NEPC cells. **a** mRNA and protein expression of *PAX6* in LNCaP-*PAX6* cells and control cells. **b** mRNA and protein expression of *SYP* and *ENO2* genes in LNCaP-*PAX6* cells and control cells. **c** Cell proliferation assays in LNCaP-*PAX6* cells and control cells after treatment of ENZ (20 µM). **d** Representative image and quantification assay of colony number in LNCaP-*PAX6* cells and control cells. **e** Representative image and quantification assay of tumorsphere formation in LNCaP-*PAX6* cells and control cells. **f** ENZ dose–response curves for LNCaP-*PAX6* cells and control cells. All the experiments were repeated for three times. Data represents the mean ± SD. *p < 0.05, **p < 0.01, ***p < 0.001

### PAX6 is suppressed by AR activation

It has been well observed that inhibition of *AR* signaling can negatively upregulate the expression of its target genes including NE trans-differentiation related genes [44]. Therefore, we next wondered whether *PAX6* is regulated by *AR* during the process of NE trans-differentiation. We firstly detected a negative correlation of the expression of the two genes in the MD Anderson, 2023 Cohort [26] and the Gao, 2014 Cohort [25] (Fig. 5a and b). In addition, data from the SU2C/PCF 2019 Cohort [23], the Broad/Cornell 2012 Cohort [28] and the Beltran 2016 Cohort [24] revealed a negative correlation between *PAX6* and *AR* associated genes such as *NKX3-1*, *TMPRSS2*, *PMEAP1*, *KLK2*, *ALDHA13* and *KLK3* (Figs. 1h and i and 5c). Moreover, we interrogated two ChIP-seq datasets involving LNCaP cells (GSE161167) and human prostate tissues (GSE56288) and identified a consensus ARE within the *PAX6* promoter region (Fig. 5d). Thus, combining these data with our previous findings, it is plausible to suggest that *PAX6* might undergo negative transcriptional regulation by AR.

**Fig. 5:**
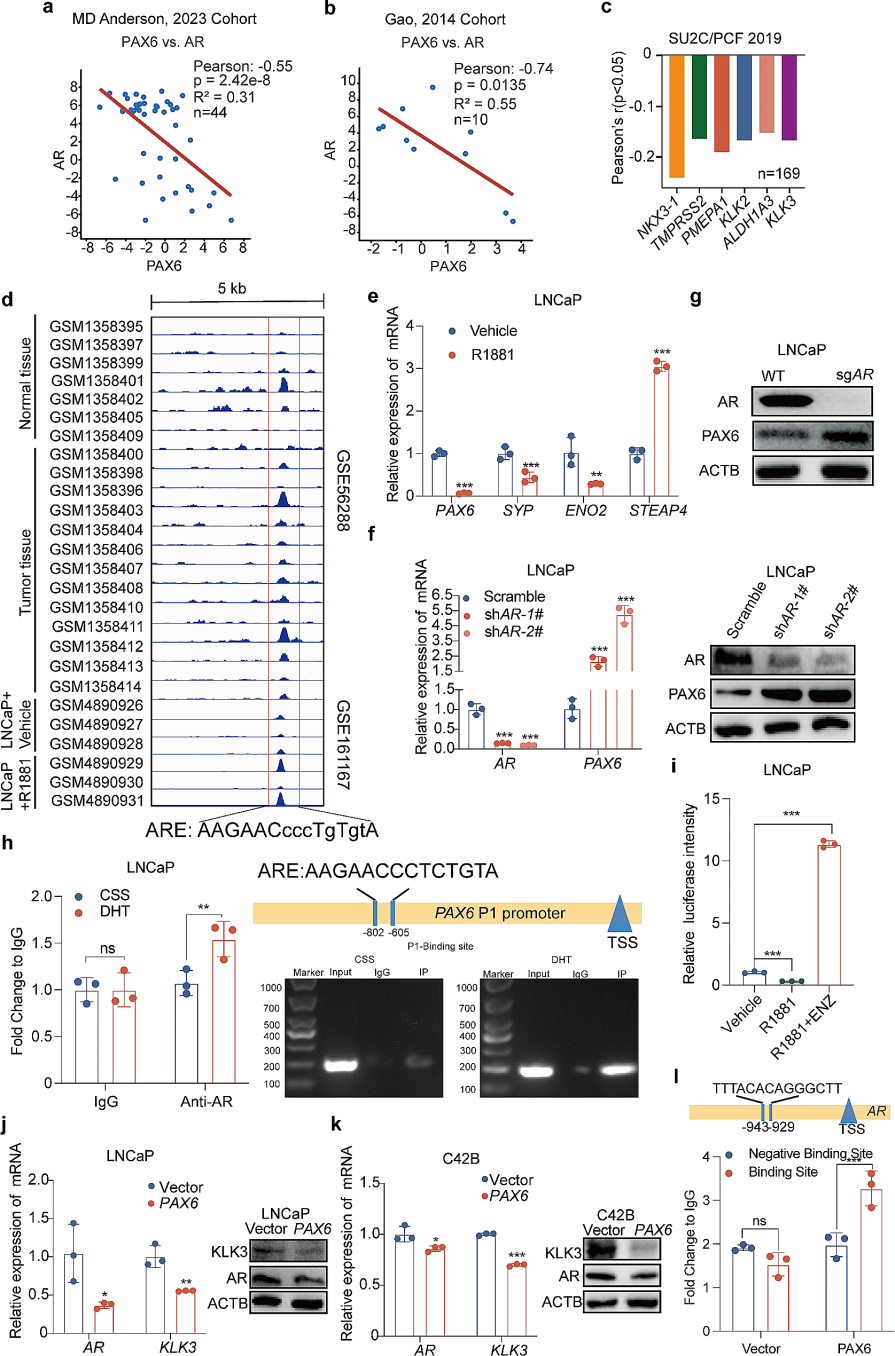
The expression of *PAX6* is negatively regulated by *AR*. **a** Correlation analysis of *PAX6* with *AR* expression based on the MD Anderson, 2023 Cohort. **b** Correlation analysis of *PAX6* with *AR* expression based on the Gao, 2014 Cohort. **c** Correlation analysis of *PAX6* with *AR* expression based on the SU2C/PCF 2019 Cohort. **d** Genomic browser representation of AR binding in *PAX6* promoter region encompassing an ARE by analysis of the data from GSE161167 (LNCaP cells) and GSE56288 (a cohort of normal and tumor human prostate tissues) datasets. **e** mRNA expression of *PAX6*, *SYP, ENO2* and *STEAP4* in LNCaP cells after treatment with R1881 (1 nM) for 6 h. **f** mRNA and protein expression of *PAX6* and *AR* after *AR* knockdown in LNCaP cells. **g** protein expression of PAX6 and AR after *AR* knockout in LNCaP cells. **h** ChIP assay of AR binding at region of the P1 promoter region of *PAX6* after treatment with DHT (10 nM) in LNCaP cells. **i** Determination of *PAX6* ARE-luc activity after treatment with R1881(1 nM, 6 h) or R1881 (1 nM, 6 h) + ENZ (20 µM, 6 h) in LNCaP cells. **j** mRNA and protein expression of *AR* and *KLK3* in LNCaP-*PAX6* and control cells. **k** mRNA and protein expression of *AR* and *KLK3* in C42B-*PAX6* and control cells. **l** ChIP assay of PAX6 binding at the promoter region of *AR.* All the experiments were repeated for three times. Data represents the mean ± SD. ns: no significance, **p < 0.01, ***p < 0.001

Next, we further investigated whether *AR* signaling could also negatively regulate the expression of *PAX6*. We found that after treatment with R1881(1 nM) in LNCaP cells, the *PAX6* expression was reduced along with a decreased *SYP*, *ENO2* expression and an increased *STEAP4* expression (Fig. 5e). Moreover, following steadily knockdown or knockout *AR* in LNCaP and we observed that the *PAX6* expression level was increased as a response (Fig. 5f and g). These results suggested that *PAX6* expression might be transcriptionally inhibited by AR. For further confirmation, we identified one potential ARE on the P1 promoter of *PAX6* and conducted ChIP-qPCR assay and revealed a DHT stimulation dependent binding of AR (Fig. 5h). To verify whether *AR* signaling status affects *PAX6* transcriptional activity, we incorporated the core fragment of *PAX6* promoter sequence into a luciferase reporter construct and assessed luciferase activity upon AR activation or blockade. As compared to the control, a significant decrease in luciferase activity was observed after a 6-hour treatment with R1881 in LNCaP cells. In contrast, after addition of ENZ into the culture medium as an antagonist of R1881, a restoration of luciferase activity was observed (Fig. 5i). Collectively, these results suggested that *PAX6* is transcriptionally suppressed by AR, likely via binding to an ARE in the promoter region of *PAX6*.

On the other hand, since a negative-loop feedback regulation between two genes was well-reported to be involved in the regulation of tumor progression [45, 46], we herein investigated whether PAX6 could also regulate the transcription of AR as feedback. To verify our hypothesis, we studied mRNA and protein expression of *AR* and *KLK3* in LNCaP-*PAX6* and C42B-*PAX6* cells and revealed an elevated expression of *PAX6* along with the repressive *AR* expression (Fig. 5j and k). Furthermore, we also identified a binding site of PAX6 (TTTACACAGGGCTT) in the *AR* promoter region by ChIP assay (Fig. 5l). Taken together, these results consistently indicated that there was a negative feedback regulation loop between *PAX6* and *AR*.

#### **STAT5A is a major downstream effector of PAX6 for promoting NE trans-differentiation**

To explore potential downstream effectors of *PAX6* achieving the related aggressive behaviors in NEPC cells, we conducted RNA-seq analysis in DU145-sh*PAX6* vs. DU145-scramble cells and found that TFs exhibited certain occupancy among all of the genes with a significantly differentiated expression, which indicated that TFs might be one of the important downstream effectors in response to the knockdown of *PAX6* (Supplementary Fig. S4a). 

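RNA was sequenced from 3 libraries of DU145 cells, a prostate cancer line, with a PAX6 short hairpin RNA (shPAX6) and from 3 libraries with a scrambled control (shCON). The authors aligned the reads to GRCh37 with HISAT2 and quantified 24199 features with StringTie, and the deposited values were treated as FPKM, a unit the table itself does not name. Their read depth is unknown, because the low values show no step shared between libraries that would mark single reads. The FPKM values summed to between 470857 and 485479 per shCON library (median 473131) and between 448901 and 570790 per shPAX6 library (median 503696). The 13574 features with a mean of at least 0.5 FPKM were tested with limma on log2(FPKM + 0.1), two-sided, and log2 fold changes are on that scale. The pseudocount understates the change of low genes.
PAX6, the targeted gene (ENSG00000007372), had 0.839, 1.23 and 1.57 FPKM in the shCON libraries and 0.0153, 0.274 and 0.0778 FPKM in the shPAX6 libraries. Its log2 fold change was -2.69 (standard error 0.49), with an adjusted p of 0.054 from limma with Benjamini-Hochberg adjustment over all tested genes. Every shPAX6 value lay under every shCON value (exact permutation test, two-sided, p = 0.10, the smallest p that 3 libraries against 3 allow). PAX6 overlaps ELP4, which lies on the opposite strand, and the counting is not stated to use strand. A pseudocount of 1 moved the log2 fold change most, to -0.97 (limma, adjusted p = 0.039).
In all, 163 genes had an adjusted p under 0.05 with limma, of which 24 were higher and 139 lower in shPAX6 cells (85.3% lower), and 128 of them changed at least 2-fold. Their groups did not overlap in any of the 163, and did not overlap in 26.7% of all tested genes, where chance gives 10%. Lower calls made up 68.6% after quantile normalization (74 higher and 162 lower) and 72% after median centring (28 higher and 72 lower). The median log2 fold change of all tested genes was -0.12 with the deposited values, 0.058 after median centring and 0.014 after quantile normalization. The deviations of same-numbered shCON and shPAX6 libraries from their group means had correlations of -0.17, -0.37 and 0.052. Their mean was -0.16, against 0.080 for different-numbered libraries, so the replicate numbers showed no sign of pairing. With the replicate number as a block no gene passed, with 0 calls and 1568 genes at an unadjusted p under 0.05, against 2480 without the block. The block leaves fewer degrees of freedom, so this loss of calls cannot be read as an effect of pairing. Log2 fold changes fell with the GC content of the genes (Spearman rho -0.36 across 12009 genes, which are not independent replicates). After a GC correction per library, chosen after seeing the data, 222 genes passed, 100 higher and 122 lower, and 110 of them were among the 163. With the block added to that correction, 7 genes passed.
Transcription factors, recognized by their symbol, made up 127 (5.12%) of the 2480 genes with an unadjusted p under 0.05 and 591 (5.33%) of the 11094 other tested genes. The odds ratio was 0.96 (95% interval 0.78 to 1.17, Fisher's exact test, two-sided, p = 0.73), so at this threshold their share did not differ detectably. With the replicate block, the odds ratio was 1.00 (Fisher's exact test, p = 1). Among the 163 genes that passed the adjustment, 16 (9.82%) were transcription factors, against 702 (5.23%) of the 13411 others, an odds ratio of 1.97 (95% interval 1.09 to 3.33, Fisher's exact test, two-sided, p = 0.020). This comparison was added after the results were seen. From the occupancy of transcription factors among the changed genes, the paper proposes that they are effectors downstream of PAX6.

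**Figure D3:**
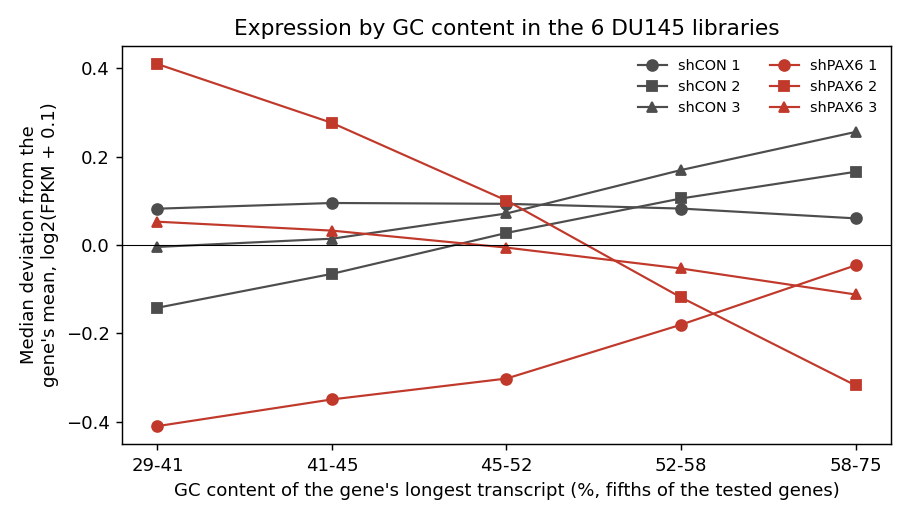
Median deviation of the genes in each of 5 GC content groups from their mean over the 6 libraries, on the log2(FPKM + 0.1) scale, for each shCON (grey) and shPAX6 (red) library against the GC content of the longest transcript in percent. In shPAX6 library 2 the median falls from 0.41 in the lowest to -0.32 in the highest group, while in shPAX6 library 1 it rises from -0.41 to -0.05.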

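STAT5A (ENSG00000126561) lies on chromosome 17 of GRCh37 from 40439565 to 40463961. Its expression was 6.29 ± 0.57 FPKM (SD, n = 3) in shCON and 2.57 ± 0.51 FPKM (SD, n = 3) in shPAX6 cells. The individual values were 6.39, 5.68 and 6.80 FPKM in shCON and 1.99, 2.91 and 2.82 FPKM in shPAX6 libraries, so the groups did not overlap (exact permutation test, two-sided, p = 0.10, the smallest possible). The log2 fold change was -1.27 (standard error 0.21, limma, Benjamini-Hochberg adjusted p = 0.042). With the replicate number as a block, the log2 fold change was the same and the adjusted p from limma was 0.22, and after the GC correction per library the log2 fold change was -0.96 (limma, adjusted p = 0.053). Leaving out each library in turn kept the log2 fold change between -1.37 and -1.10, with an adjusted p from limma between 0.011 and 0.30. The transcript of STAT5A has a GC content of 57.8%. STAT5B (ENSG00000173757), its paralog, overlaps it on the opposite strand from 40351194 to 40440651 in the annotation used here. In the authors' LNCaP annotation STAT5B ends at 40428424, before STAT5A starts, so an overlap in the DU145 quantification is not shown. If there was one, reads could have been assigned to either gene. STAT5B had 13.6 ± 1.42 FPKM (SD, n = 3) in shCON and 10.3 ± 4.11 FPKM (SD, n = 3) in shPAX6 cells, a log2 fold change of -0.48 with overlapping groups (limma, adjusted p = 0.45).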

Among these TFs with significant expression differences, STAT5A was observed with a significant downregulation after knockdown of *PAX6*, which indicated that it might be a promising downstream TFs of *PAX6* to promote NE trans-differentiation (Fig. 6a).

**Fig. 6:**
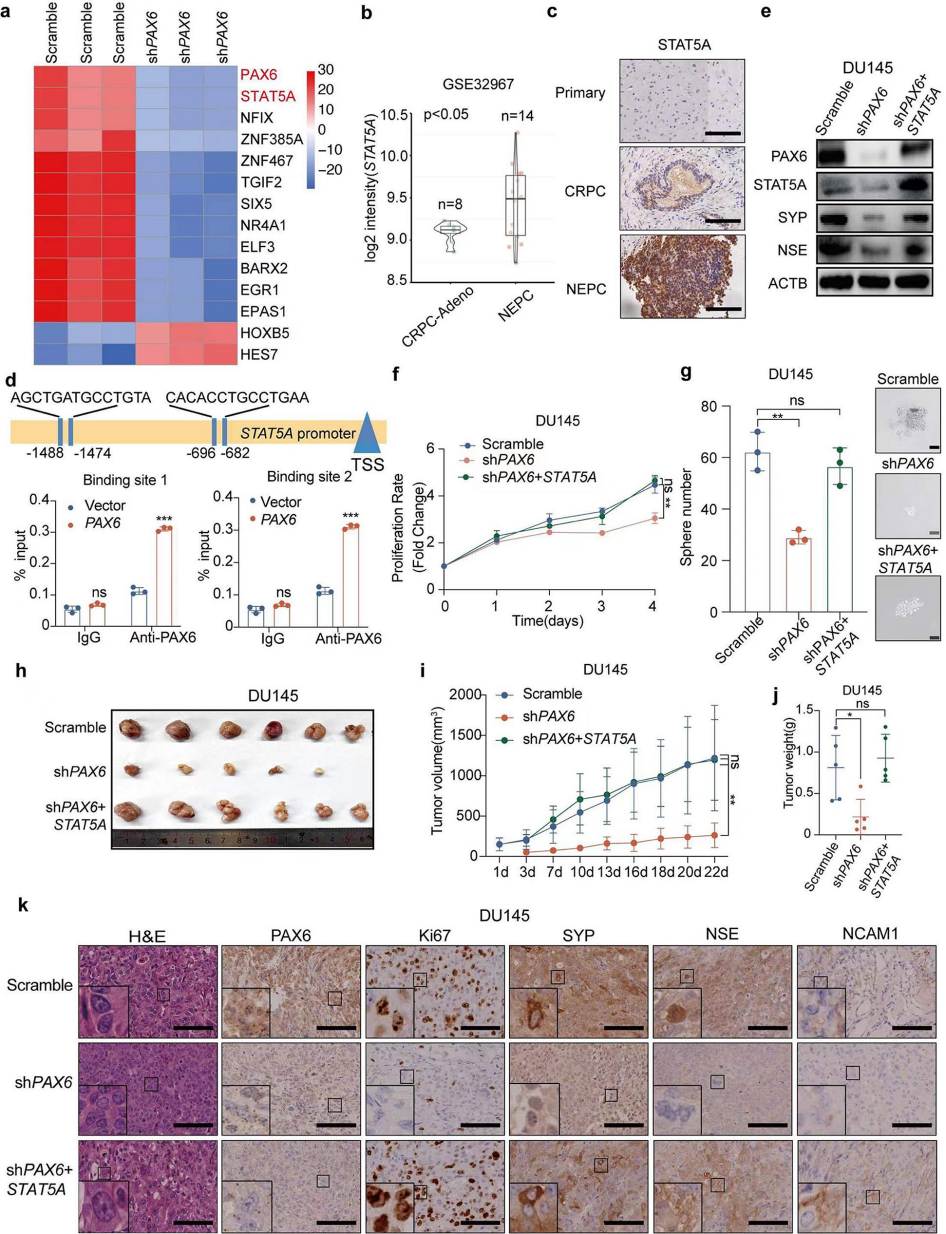
*PAX6* promotes NE characteristics via *STAT5A*. **a** The heatmap of candidate TFs with significant expressional difference in DU145-sh*PAX6* cells and DU145-Scramble cells. **b** Comparisons of *STAT5A* mRNA expression in CRPC-Adeno vs. NEPC based on the GSE32967 dataset (CRPC-Adeno, *n* = 8; NEPC, *n* = 14). **c** Representative IHC staining of STAT5A in tissues from patient with Primary PCa, CRPC or NEPC (Scale Bar: 100 μm). **d** ChIP assay of PAX6 binding at the promoter region of *STAT5A* in LNCaP-*PAX6* cells. **e** Protein expression of PAX6, STAT5A, SYP and NSE in DU145-sh*PAX6* cells with or without *STAT5A* overexpression. **f** Cell proliferation assay in DU145-sh*PAX6* cells with or without *STAT5A* overexpression. **g** Representative image and quantification assay of tumorsphere formation in DU145-sh*PAX6* cells with or without *STAT5A* over-expression. **h** Anatomic tumor images and tumor weight analysis of DU145-sh*PAX6* cells inoculated xenografts with or without *STAT5A* overexpression (*n* = 6). **i** Tumor volume analysis of DU145-Scramble, DU145-sh*PAX6* or DU145-sh*PAX6* + *STAT5A* cells inoculated xenografts respectively (*n* = 6). **j** Tumor weights analysis of DU145-sh*PAX6* and DU145-sh*PAX6* + *STAT5A* cells inoculated xenografts respectively (*n* = 6). **k** Representative staining H&E and IHC staining of PAX6, Ki67, SYP, NSE, NCAM1 in DU145-sh*PAX6* and DU145-sh*PAX6* + *STAT5A* cells inoculated xenograft samples (Scale Bar: 100 μm, with the boxed region enlarged and shown on the left, *n* = 6). All the experiments were repeated for three times. Data represents the mean ± SD. ns: no significance, *p < 0.05, ***p < 0.001

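Of the 14 transcription factors of Fig. 6a, 12 were lower and 2 higher in shPAX6 cells, and the values of the 3 shPAX6 libraries lay apart from those of the 3 shCON libraries for all 14. With limma, 10 of the 14 had an adjusted p under 0.05 over all tested genes, and 14 did when adjusted over this list alone, which shows no stability because the list holds the paper's own calls on these data. With the replicate block, which the correlations between libraries did not call for and which leaves fewer degrees of freedom, 0 of the 14 passed. ZNF385A fell from 10.4 ± 0.40 FPKM to 3.52 ± 0.17 FPKM (SD, n = 3 per group), a log2 fold change of -1.53 (limma, adjusted p = 0.0096). ELF3 fell from 10.7 ± 0.10 FPKM to 3.91 ± 0.36 FPKM (SD, n = 3), a log2 fold change of -1.44 (limma, adjusted p = 0.014). The largest decrease after PAX6 was that of BARX2, from 3.22 ± 0.15 to 0.737 ± 0.23 FPKM (SD, n = 3), with a log2 fold change of -2.03 (limma, adjusted p = 0.025). Besides STAT5A, the other decreases that passed were those of NR4A1 (log2 fold change -1.33), SIX5 (-1.37), TGIF2 (-1.36) and EGR1 (-1.58). The increases were those of HES7, from 6.17 ± 0.85 to 15.9 ± 3.57 FPKM (SD, n = 3) with a log2 fold change of 1.33 (limma, adjusted p = 0.035), and of HOXB5, with a log2 fold change of 1.09 (limma, adjusted p = 0.047). Not passing over all genes were PAX6, EPAS1 (log2 fold change -1.74, limma, adjusted p = 0.062), ZNF467 (-1.67, limma, adjusted p = 0.073) and NFIX (-1.31, limma, adjusted p = 0.24), whose shPAX6 values ranged from 0.470 to 2.48 FPKM.

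**Figure D4:**
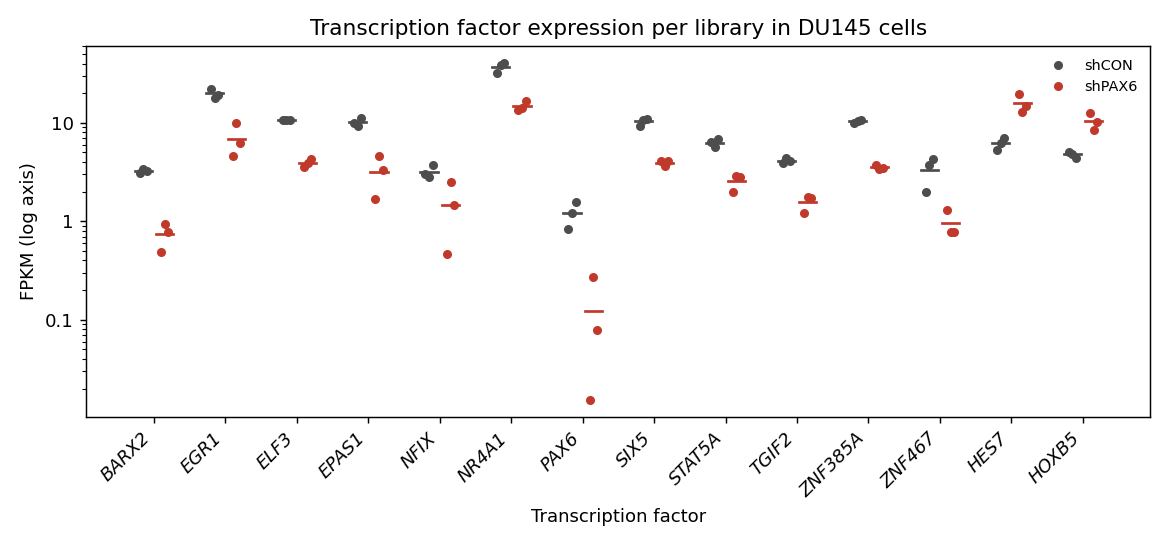
FPKM (log axis) of the transcription factors of Fig. 6a in each of the 3 shCON libraries (grey points) and 3 shPAX6 libraries (red points), with the mean of each group as a line. NR4A1 has the highest values, with means of 37.0 FPKM in shCON and 14.7 FPKM in shPAX6 cells.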

To provide supporting evidence for the above hypothesis, we performed bioinformatics analysis and observed a positive correlation between the expression of *PAX6* and *STAT5A* in TCGA database and GSE35988 dataset [31] respectively (Supplementary Fig. S4b and S4c). Similarly, the endogenous *STAT5A* expression was also higher in samples from the NEPC patients compared to those from the CRPC-Adeno patients (Fig. 6b). More importantly, IHC assay revealed a higher expression of *STAT5A* in NEPC group than in either CRPC or primary PCa group (Fig. 6c). In addition, data from GSE70380 dataset indicated that the expression of *STAT5A* and *NCAM1* was increased following with the ENZ treatment, while the expression levels of *NKX3.1* and *KLK3* were decreased (Supplementary Fig. S4d). Moreover, we also identified a positive correlation between the expression of *STAT5A* and that of NE signature genes by analyzing the data from Broad/Cornell 2012 Cohort (Supplementary Fig. S4e). Furthermore, we analyzed data from two independent datasets (GSE16560 and GSE116918) and found that patients with high expression of the *STAT5A* had a poorer prognosis (Supplementary Fig. S4f). Therefore, these data together indicated that *STAT5A* appeared to mediate the promoting role of *PAX6* in NE trans-differentiation.

In order to confirm this possibility, we performed functional assays in vitro and in vivo to evaluate the effect of *STAT5A* expressional change on the NE trans-differentiation. First, an upregulation of STAT5A and phosphorylated STAT5A (p-STAT5A) expression was observed in LNCaP-*PAX6* cells (Supplementary Fig. S5a). We also detected a higher expression level of STAT5A and p-STAT5A in LNCaP^ENZ^ cells compared to the control cells (Supplementary Fig. S5b). Reversely, after knockdown of *PAX6* in LNCaP^ENZ^ cells, we observed a downregulation of both total STAT5A and p-STAT5A expression (Supplementary Fig. S5c). Subsequently, we investigated whether *PAX6* promoted *STAT5A* expression at a transcriptional level. To this end, we performed ChIP assay in LNCaP-*PAX6* cells and identified two binding sites of PAX6 on the *STAT5A* promoter region (Fig. 6d). Next, in order to further validate that *PAX6* induced the NE characteristics through upregulation of *STAT5A* expression, we overexpressed STAT5A in DU145-sh*PAX6* cells and PC3-sh*PAX6* cells respectively as rescue assays. We found that the expression of NE marker genes decreased with the downregulation of *PAX6* and was compensated with the over-expression of *STAT5A* in DU145 and PC3 cells (Fig. 6e and Supplementary Fig. S5d). We also found that the cell proliferation was significantly decreased following the *PAX6* knockdown but was increased to a higher or a similar level compared to that in the control after *STAT5A* overexpression in DU145 cells (Fig. 6f). In addition, we carried out tumorsphere formation assays using DU145-sh*PAX6* and PC3-sh*PAX6* cells after overexpression of *STAT5A*. We observed that the reduced sphere-forming ability due to *PAX6*-knockdown in DU145 and PC3 cells could be rescued by upregulation of *STAT5A* expression (Fig. 6g and Supplementary Fig. S5e). Reversely, knockdown of *STAT5A* in LNCaP-*PAX6* and C42B-*PAX6* cells attenuated the cell proliferation which was previously enhanced by over-expression of *PAX6* and downregulated the expression of SYP and NSE as well (Supplementary Fig. S5f and S5g).

More importantly, we expanded the above in vitro findings to an in vivo setting. After subcutaneous ectopic inoculation of DU145-sh*PAX6* or PC3-sh*PAX6* cells with or without overexpression of *STAT5A*, we found that knockdown of *PAX6* significantly inhibited tumor growth compared to the control cells, which was evidenced by the decreased tumor volume and tumor weight as well as the repressed expression of Ki67 (Fig. 6h - k and Supplementary Fig. S5h-S5k). As expected, the expression of SYP, NSE and NCAM1 was also downregulated after *PAX6* knockdown by IHC assay, which indicated that NE trans-differentiation was repressed due to the inhibition of *PAX6* expression. However, over-expression of *STAT5A* after knockdown of *PAX6* made tumor cells restore their ability of tumor growth, which exhibited no significant difference to the control cells on both tumor volume and tumor weight (Fig. 6h - k and Supplementary Fig. S5h-S5k). Consistent with the observation in vitro, the expression of SYP, NSE and NCAM1 was upregulated by overexpression of *STAT5A* as a rescue to *PAX6* knockdown (Fig. 6k and Supplementary Fig. S5k). Taken together, our findings in vitro and in vivo indicated that *PAX6* promotes NE trans-differentiation by upregulation of *STAT5A* that acts as a major effector.

#### **PAX6 induces NE trans-differentiation through the MET/STAT5A pathway**

Given the fact that the STAT family members could be activated by the *MET*, a well-known receptor tyrosine kinase [47], and the elevated expression of *MET* has been reported in various cancers including PCa [48–50], we herein wondered whether phosphorylation of MET can activate STAT5A [51, 52] for promotion of NE trans-differentiation [53]. Since hepatocyte growth factor (HGF) is the sole ligand for MET [54] and is enriched in the tumor microenvironment [55], we first evaluated the function of MET on phosphorylating and activating STAT5A with the treatment of HGF in both LNCaP and C42B cells. We observed that the expression of phosphorylated MET (p-MET) was enhanced along with the increase of HGF concentration in both cells, which indicated a dose-dependent activation of MET by HGF. As a response, the phosphorylation level of STAT5A was in turn increased (Fig. 7a). Additionally, when we knocked down *MET* in LNCaP cells, STAT5A failed to be phosphorylated even under the stimulation of HGF, as a confirmation of MET mediated activation of STAT5A in PCa (Fig. 7b). At the same time, by IHC assay, we observed the elevated expression of MET in tissues from NEPC patients compared to that from either CRPC or primary PCa patients, which exhibited a similar profiling to that of PAX6 (Fig. 7c). In addition, data from the GSE116918 dataset indicated that patients with high *MET* expression showed a worse prognosis (Supplementary Fig. S6a). These results gave us a hint that the expression of *MET* might also be regulated by PAX6. To verify this possibility, we first carried out bioinformatics assays to determine the relationship between *PAX6* and *MET* expression based on the TCGA database, Fred Hutchinson, 2016 Cohort [27] and GSE21034 dataset respectively. We found that there was a positive correlation between *PAX6* and *MET* expression (Fig. 7d). In the Broad/Cornell 2012 Cohort, we also found a positive correlation between *MET* expression and the expression of NE signature genes (Fig. 7e). In both DU145-sh*PAX6* and PC3-sh*PAX6* cells, *MET* expression was downregulated at both mRNA and protein levels compared to the control (Fig. 7f and g). In sharp contrast, in both LNCaP-*PAX6* and C42B-*PAX6* cells, we observed a significant upregulation of *MET* expression after overexpression of *PAX6* (Supplementary Fig. S6b and S6c). Furthermore, we detected a significant decrease of the expression and phosphorylation levels of MET after knockdown of *PAX6* compared to the control, further supporting the notion that MET might also be a potential downstream effector of *PAX6* (Fig. 7h). To study whether PAX6 could directly bind to the *MET* promoter region and promote its transcription, we performed ChIP assay using LNCaP-*PAX6* cells, and we identified a binding site of PAX6 on the *MET* promoter region, indicating a direct regulation of the transcription of *MET* by PAX6 (Fig. 7i). Thus, our findings indicated that the elevated expression of *PAX6* promoted the expression of both MET and STAT5A as its downstream effectors to activate the *MET/STAT5A* pathway for the development of NE trans-differentiation.

**Fig. 7:**
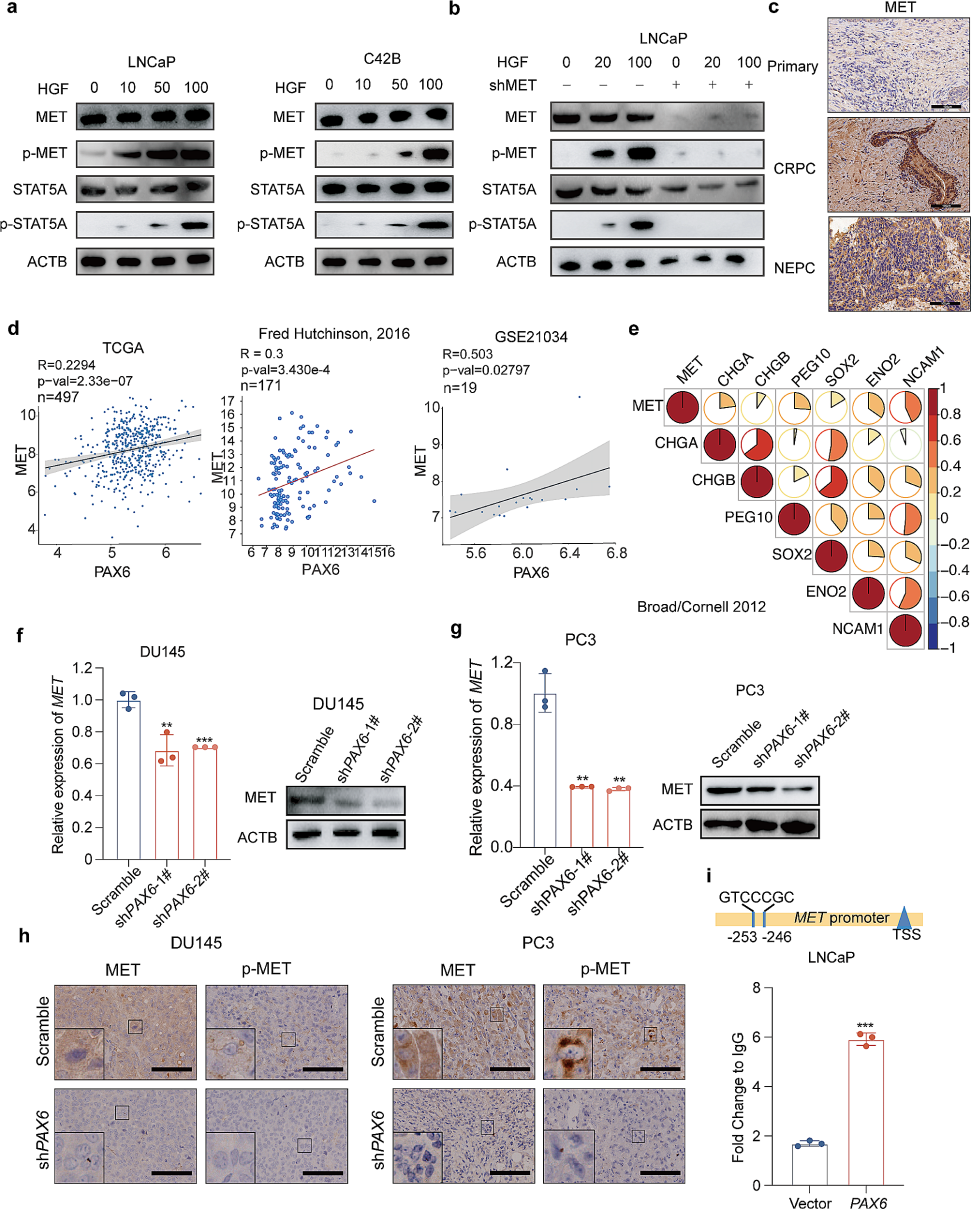
*PAX6* promotes the expression of *MET* to further phosphorylate STAT5A. **a** Protein expression of MET, p-MET, STAT5A and p-STAT5A after stimulation with different concentrations of HGF in LNCaP and C42B cells. **b** Protein expression of MET, p-MET, STAT5A and p-STAT5A after stimulation with different concentrations of HGF in *MET*-knockdown or the control LNCaP cells. **c** Representative IHC staining of MET in tissues from patients with Primary PCa, CRPC or NEPC. **d** Correlation analysis of *MET* with *PAX6* expression based on the GSE21034 dataset, TCGA database and the Fred Hutchinson, 2016 Cohort. **e** Correlation analysis of the expression of *MET* and NE signature genes based on the Broad 2012 Cohort. **f** mRNA and protein expression of *MET* in DU145-sh*PAX6* cells and control cells. **g** mRNA and protein expression of *MET* in PC3-sh*PAX6* cells and control cells. **h** Representative IHC staining of MET and p-MET in DU145-sh*PAX6* and PC3-sh*PAX6* compared with control cells inoculated xenograft samples (Scale Bar: 100 μm, with the boxed region enlarged and shown on the left). **i** ChIP assay of PAX6 binding at regions of the *MET* promoter in LNCaP cells. All the experiments were repeated for three times. Data represents the mean ± SD. ***p < 0.001

#### Over-expression of PAX6 enhances cell plasticity by inhibiting H4K20me3 through STAT5A

Lineage transition from Adeno to NEPC is relatively a common type of cancer cell plasticity in ADT-treated PCa [9]. It has been reported that *STAT5A* has a tightly correlation with lineage plasticity both in stem cells [56] and in tumors [57, 58]. Therefore, we wondered whether *PAX6* could promote NE trans-differentiation via *STAT5A* mediated changes of cells lineage plasticity. To this end, we performed ATAC-seq on LNCaP-*PAX6* cells or LNCaP-*STAT5A* cells to evaluate the changes of chromatin accessibility. We observed that as a response to either *PAX6* or *STAT5A* overexpression, the general chromatin accessibility was enhanced in LNCaP cells (Fig. 8a). By cluster analysis of motifs with differential accessibility, we found that both *PAX6* and *STAT5A* overexpression could enhance the chromatin accessibility and expression level of the NE markers or drivers including *SYP*, *ENO2*, *CHGA*, *NCAM1, MYCN* and *ASCL1* (Fig. 8b). Moreover, our above RNA-seq analysis in DU145-sh*PAX6* vs. Scramble cells also revealed that both synapse assembly and neurofilament bundle assembly associated genes were downregulated as a response to *PAX6* knockdown, which again indicated the *PAX6* induced profiling changes associated with the NE trans-differentiation (Supplementary Fig. S7a). Therefore, these data indicated that *PAX6*-induced activation of the *MET/STAT5A* pathway promotes NE trans-differentiation by enhancing chromatin accessibility to alter the cells lineage plasticity.

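The members behind Supplementary Fig. S7a are not named in the paper's text, so hand-made lists fixed before the values were seen were tested with limma's camera, which sets the genes of a list against all other tested genes. An exact permutation of the 6 libraries, added after the values were seen, tested the size of each list's median and cannot give a p under 0.10. Of 91 synapse assembly genes, 31 had a mean of at least 0.5 FPKM, of which 23 were lower and 8 higher in shPAX6 cells. Their median log2 fold change was -0.54 (camera, two-sided, p = 0.063, with the replicate block p = 0.037, exact permutation p = 0.10). After the GC correction per library the median was -0.17, with and without the block, and camera did not pass 0.05 in either case. With limma, 0 of the 31 genes had an adjusted p under 0.05, and 15 had an unadjusted p under 0.05. NLGN2 fell from 17.4 ± 1.09 to 8.58 ± 4.58 FPKM (SD, n = 3 libraries per group), a log2 fold change of -1.21, and PTPRF had a log2 fold change of -1.13. EPHB3 rose from 0.566 ± 0.11 to 1.28 ± 0.33 FPKM (SD, n = 3), a log2 fold change of 1.04, and AMIGO3 had a log2 fold change of 0.78 that rested on 2.44 FPKM in shPAX6 library 1.
Of the 4 neurofilament genes, NEFL (ENSG00000277586, chromosome 8 of GRCh37 from 24808468 to 24814235) rose from 1.53 ± 0.18 FPKM in shCON to 4.85 ± 1.04 FPKM in shPAX6 cells (SD, n = 3), a log2 fold change of 1.58 (standard error 0.23, limma, Benjamini-Hochberg adjusted p = 0.033). With the replicate block, its adjusted p from limma was 0.19. NEFM, on chromosome 8 from 24771271 to 24776611, had 1.49 ± 0.24 and 2.30 ± 0.80 FPKM (SD, n = 3), a log2 fold change of 0.55 with overlapping groups (limma, adjusted p = 0.40). INA, on chromosome 10 from 105036895 to 105050103, had a log2 fold change of 0.19 (limma, adjusted p = 0.77). NEFH, on chromosome 22 from 29876207 to 29887379, was below the filter, with 0.0248 ± 0.0129 and 0.0235 ± 0.0211 FPKM (SD, n = 3). The median log2 fold change of the 3 tested genes was 0.55 (camera, p = 0.0022, with the block p = 0.0017, exact permutation p = 0.20), and it was above 0 under every alternative, from 0.32 to 0.97.
Of 20 NE marker genes, 5 passed the filter, and their median log2 fold change was 0.35 (camera, p = 0.0091, with the block p = 0.0090, exact permutation p = 0.10). PEG10 (log2 fold change 1.18), UCHL1 (0.62) and ENO2 (0.35) were higher in shPAX6 cells and DLL3 (-0.97) was lower, each without passing the adjustment. For NE markers, with SYP and NSE (the protein of ENO2) in Fig. 6e, the paper reports a decrease after PAX6 knockdown. SYP lay below the filter, with 0.428 ± 0.077 FPKM in shCON and 0.308 ± 0.12 FPKM in shPAX6 cells (SD, n = 3). These camera p assume a correlation of 0.01 between the genes of a list. With the correlation estimated from the libraries and its 4 degrees of freedom, an alternative added after the values were seen, camera gave p = 0.58 for the synapse assembly (correlation 0.39), p = 0.13 for the neurofilament (0.80) and p = 0.056 for the NE marker list (-0.23, taken as 0). From the decrease it reports for synapse assembly and neurofilament bundle assembly genes, the paper reasons that PAX6 changes the expression profile tied to NE trans-differentiation.

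**Figure D5:**
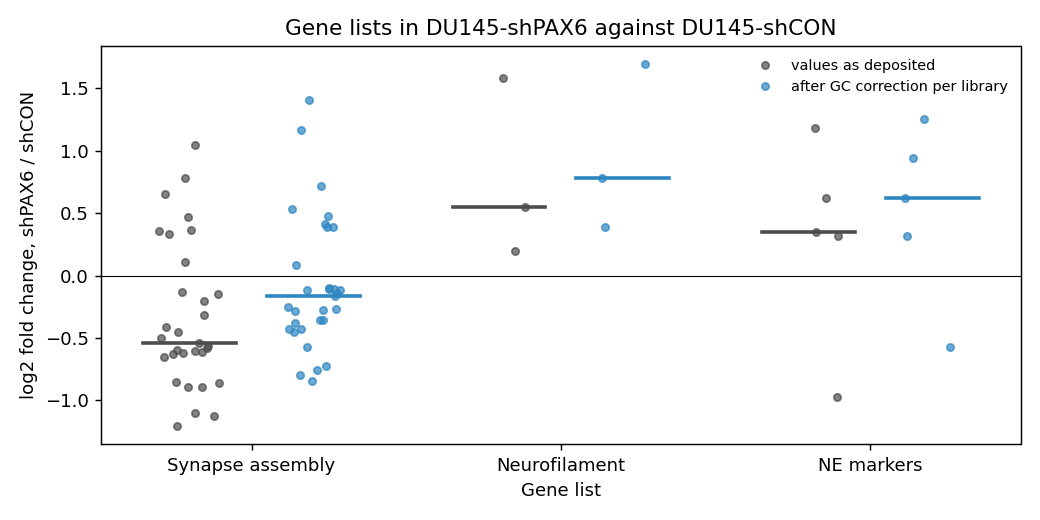
Log2 fold change between shPAX6 and shCON cells of each tested gene (points) in the synapse assembly, neurofilament and NE marker lists, with the deposited values (grey) and after the GC correction per library (blue); lines are medians. The synapse assembly median moves from -0.54 to -0.17 and the neurofilament median from 0.55 to 0.78.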

**Fig. 8:**
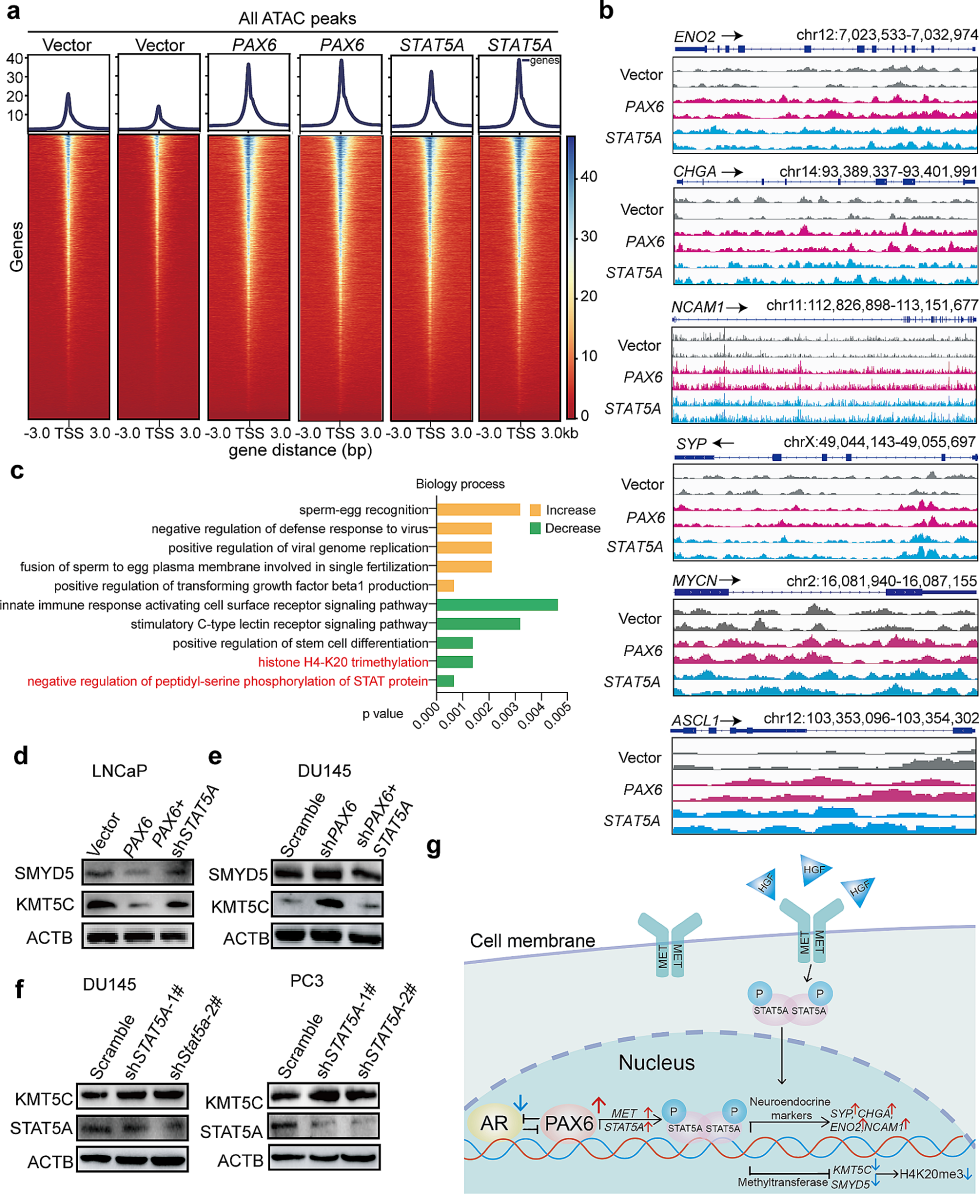
*PAX6* induced the change of lineage plasticity by attenuating the H4K20me3. **a** The heatmap showing the average ATAC-Seq signal centered on the TSS of the nearest genes in LNCaP-*PAX6*, LNCaP-*STAT5A* and control cells. **b** Chromatin accessibility of *ENO2, CHGA*, *SYP*, *NCAM1, MYCN* and *ASCL1* in LNCaP-*PAX6* or LNCaP-*STAT5A* cells compared with that in the control cells. **c** GO analysis showing the top 5 increased and decreased biological process in LNCaP-*PAX6* vs. the control cells. **d** Protein expression of SMYD5 and KMT5C in LNCaP-*PAX6* cells with or without knockdown of *STAT5A*. **e** Protein expression of SMYD5 and KMT5C in DU145-sh*PAX6* cells with or without overexpression of *STAT5A*. **f** Protein expression of KMT5C and STAT5A in DU145-sh*PAX6* and PC3-sh*PAX6* cells. **g** Graphic summary of this study

By Gene ontology (GO) enrichment analysis, we found that chromatin accessibility was increased in the region for positive regulation of TGF-beta1 production and the region for response to growth factor (Fig. 8c). Interestingly, other than these regions with increased chromatin accessibility, we also observed several decreased regions of chromatin accessibility after overexpression of *PAX6*. The top 2 significantly decreased regions of chromatin accessibility were “negative regulation of peptidyl-serine phosphorylation of STAT protein (p value < 0.03)” and “histone H4-K20 trimethylation (H4K20me3) (p value < 0.03)”, which indicated an inhibition on the process of negative regulation of STAT signaling and an attenuation of the tumor suppressive H4K20me3 after *PAX6* overexpression (Fig. 8c). These results were consistent with our above finding that *PAX6* could upregulate the expression of *STAT5A* and also gave us a hint to focus our investigation on the H4K20me3, which was an important epigenetic modification for gene silencing or repression and was well-reported to be repressed in tumors [59]. Thus, we further investigated whether elevated expression of *PAX6* could suppress H4K20me3 through activation of *STAT5A*. To this end, we detected the expression of two major methyltransferases for catalyzing the trimethylation of H4K20, KMT5C [60] and SMYD5 [61]. As expected, we observed a decreased expression of both KMT5C and SMYD5 following over-expression of PAX6 in LNCaP cells (Fig. 8d). Next, when *STAT5A* expression was inhibited in LNCaP-*PAX6* cells as a rescue assay, the expression of KMT5C and SMYD5 was increased, which indicated a negative regulation of KMT5C and SMYD5 by the *PAX6/STAT5A* axis (Fig. 8d). For further confirmation, we observed that expression of KMT5C and SMYD5 was upregulated in DU145-sh*PAX6* cells compared to the control. Moreover, when *STAT5A* was overexpressed under the condition of *PAX6* knockdown, the expression of both two genes was again repressed (Fig. 8e). In contrast, direct knockdown of *STAT5A* in either DU145 or PC3 cells significantly upregulated the expression of KMT5C and SMYD5 (Fig. 8f and Supplementary Fig. S7b) along with the downregulation of the expression of *SYP*, *ENO2*, *CHGA* (Supplementary Fig. S7c). Thus, these results together indicated that *PAX6/STAT5A* axis appears to change the lineage plasticity through inhibiting the expression of methyltransferases catalyzing the trimethylation of H4K20, such as KMT5C and SMYD5, to attenuate the H4K20me3, causing the NE trans-differentiation in PCa cells (Fig. 8g).

## Discussion

Resistance to the second-generation ADT is the main challenge for the therapy in PCa. One of the regulatory mechanisms for the resistance is the development of NE trans-differentiation for tumor progression from primary PCa to NEPC. In this study, we found that PAX6, a neuron-related TF, is selectively upregulated in ADT-induced NEPC. Activated *PAX6* signaling reprograms the chromatin accessibility via the *MET/STAT5A* axis, thereby enhancing the lineage plasticity. As a key downstream of *PAX6*, *STAT5A* inhibits the expression of two major methyltransferases KMT5C and SMYD5, both of which mediate H4k20me3. Thus, activation of the *PAX6/STAT5A* axis leads to a global downregulation of H4K20me3, triggers cancer cells lineage changing and confers a NE transcriptional profile in PCa cells. Ablation of *PAX6* in vitro and in vivo inhibits the development and progression of NEPC, and prevents the Adeno-to-NE phenotypic transition. Therefore, our study demonstrates that targeting *PAX6* is an attractive therapeutic approach for NE malignancies.

It is worth emphasizing that we have identified a novel function of *PAX6* in the regulation of NE cancer cells, which extends its role besides a coordinator of neural development in the CNS or as a key regulator of the development and maintenance of the eyes [62]. Firstly, our IHC analysis on the human NEPC samples reveals that *PAX6* is highly expressed in NEPC. Secondly, knockdown of *PAX6* in PCa cells exerts a profoundly repressive role during the progression of NEPC both in vitro and in vivo. Thirdly, in addition to PCa, we also detected a significantly higher expression of *PAX6* in another NE tumor, SCLC than NSCLC. In agreement with current findings, it has been reported that *PAX6* is critical for self-renewal of differentiation-competent radial glia-like neural stem cells [63] or acts as a transcriptional determinant in determining the transition from pluripotency to the neuroectoderm fate in human by differentially targeting pluripotent and neuroectoderm genes [16]. Finally, our sequencing results also show the enrichment of signaling pathways related to axons guidance and nerve filament development and assembly in PCa cells with a high expression of *PAX6*. The last neuronal features might be related to additional potential function in tumor metastasis or possible interactions with nerve cells or other cells such as immune cells [64, 65] in the tumor microenvironment to enhance the aggressiveness and therapy resistance, which is a subject of future studies.

Consistent with our findings, STAT family has been reported to be able to promote aggressive behavior and NE trans-differentiation in PCa cells [10, 66]. Although the *STAT5A* pathway has been well-known for promoting cell proliferation, invasion and survival in various cancers [67–69], it has not been shown whether and how this pathway is also involved in the regulation of NE trans-differentiation. It is worth mentioned that in our study, we provide several lines of evidences to demonstrate that the *MET/STAT5A* pathway works as a major downstream signaling cascade of *PAX6* for promotion of NE trans-differentiation in PCa. First, by bioinformatics and experimental assays, we revealed a positive correlation between the expression of *PAX6* and the expression of *STAT5A* or *MET*. Second, overexpression of *STAT5A* upregulates the expression of NE signature genes such as *SYP, CHGA, ENO2* and *NCAM1*. Third, by rescue assays in vitro and in vivo, knockdown of *STAT5A* reverses the phenotype of NE trans-differentiation in PCa, even under the condition of *PAX6* overexpression. Fourth, activation of the *PAX6/STAT5A* axis can change the lineage plasticity mainly by attenuation of H4K20me3 modification. Supporting for our findings comes from a previous report showing STAT3 as a key regulator of lineage plasticity to enhance the chromatin accessibility to promote NE trans-differentiation in PCa, during which *STAT3* expression can be induced by multiple upstream TFs such as *YIN YANG* 1 [70]. Therefore, the current study adds a sub-member of STAT family, STAT5A, which attenuates H4K20me3 in PCa, as a new molecule to the list that regulates the lineage plasticity.

Moreover, our study uncovers altered epigenetic modulation of histone, which acts to orchestrate the Adeno-to-NE lineage transition. Due to the requirement of massive gene expressional changes during the lineage shift, epigenetic alteration has been proposed to be actively involved. However, the upstream signals and regulators that trigger the epigenetic reprogramming remain to be identified. Nevertheless, our results demonstrate that H4K20me3 is attenuated by the *PAX6/STAT5A* axis-induced inhibition of methyltransferases KMT5C and SMYD5 in PCa cells. Using ATAC-seq assay, we uncover that the *PAX6* and *STAT5A* activation leads to a global change in transcriptional output, in particular, an increased NE lineage attribution, including enhanced expression of neuron-related genes such as *SYP, CHGA, ENO2*, *NCAM1*, axon guidance associated genes, synapse assembly and neurofilament bundle assembly associated genes.

In summary, our study demonstrates that elevated expression of *PAX6* changes the lineage plasticity to promote NE trans-differentiation via activation of the downstream *MET/STAT5A* pathway. Although ADT-induced NEPC is a category of highly aggressive malignancies with an extremely poor prognosis and a lack of effective targeted therapies, our findings indicate that attenuation of *PAX6* function or inhibiting its expression might be a potential therapeutic strategy to restore the sensitivity to the second-generation ADT in NEPC.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

Supplementary Material 5

Supplementary Material 6

Supplementary Material 7

## Data Availability

RNA-seq and ATAC-seq data in this study is available in GEO database (GSE250422). Other data that support the findings of this study are available from the corresponding author upon reasonable request.

## Abbreviations

Adeno: Adenocarcinoma
ADPC: Androgen-dependent prostate cancer
ADT: Androgen deprivation treatment
AR: Androgen receptor
ARE: Androgen response element
BCR: Biochemical recurrence
CNS: Central nervous system
CRPC: Castration-resistant prostate cancer
DFS: Disease free survival
ENZ: Enzalutamide
GEO: Gene Expression Omnibus
GSEA: Gene Set Enrichment Analysis
HRPC: Hormone-refractory cancers
HSPC: Hormone-sensitive cancers
H4K20me3: Histone H4-K20 trimethylation
IHC: Immunohistochemical
LUAD: Lung adenocarcinoma
MFS: Metastasis-free survival
NE: Neuroendocrine
NEPC: Neuroendocrine prostate cancer
NSCLC: Non-neuroendocrine small cell lung cancer
OS: Overall survival
PAX6: Paired box 6
PCa: Prostate cancer
PDX: Patient-derived xenograft
SCLC: Small cell lung cancer
TF: Transcription factor
TCGA: The Cancer Genome Atlas

# Supplementary material for: PAX6 promotes neuroendocrine phenotypes of prostate cancer via enhancing MET/STAT5A-mediated chromatin accessibility
**Source:** J Exp Clin Cancer Res. 2024 May 15;43:144. doi: 10.1186/s13046-024-03064-1
**Supplement:** Supplementary file 1 — Supplementary Material 1

**Supplemental Figures and Figure legends**

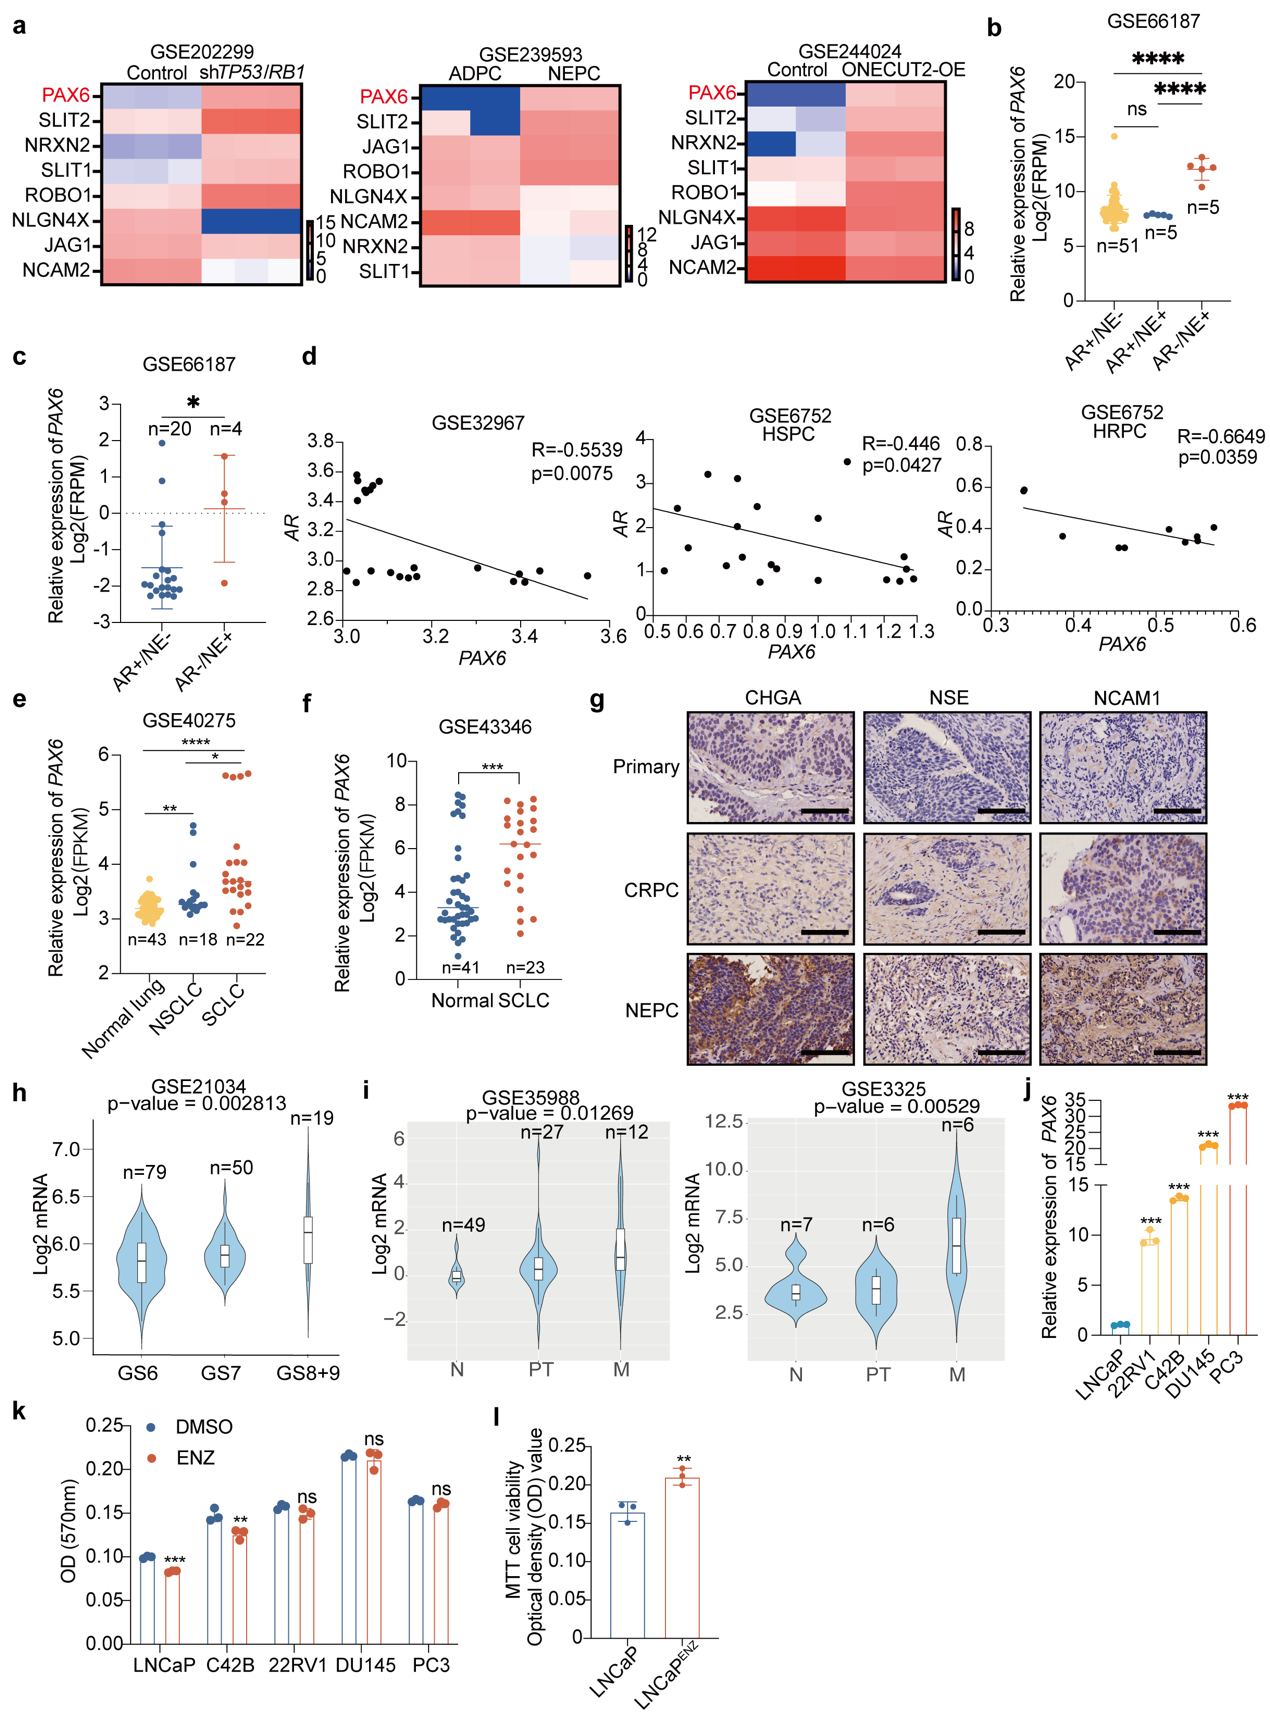

**Fig.S1** The expression of *PAX6* is upregulated in tumor cells with NE trans-differentiation. **a** Heatmap showing gene expression level of the neuron-related genes among the differentially expressed genes common to GSE202299, GSE239593 and GSE244024 datasets**. b** Comparisons of *PAX6* mRNA levels in samples from AR^+^/NE^-^(n=51), AR^+^/NE^+^ (n=5) and AR^-^/NE^+^ (n=5) patient samples based on GSE66187 dataset. **c** Comparisons of *PAX6* mRNA levels in AR^+^/NE^-^ (n=20) and AR^-^/NE^+^ (n=4) mouse samples based on GSE66187 dataset. **d** Correlation analysis of the expression of *PAX6* and *AR* based on GSE32967 and GSE6752 datasets. **e** Comparisons of *PAX6* mRNA levels in normal samples (n=43), NSCLC samples (n=18) and SCLC samples (n=22) based on GSE40275 dataset. **f** Comparisons of *PAX6* mRNA levels in normal samples (n=41) and SCLC samples (n=23) based on GSE43346 dataset. **g** Representative IHC staining of CHGA, NSE and NCAM1 in tissues from patients with Primary PCa, CRPC or NEPC (Scale Bar: 100 µm). **h** Quantification of *PAX6* mRNA levels in patients with different gleason scores (GS) based on GSE21034 dataset. **i** **﻿**Quantification of *PAX6* mRNA levels in normal adjacent prostate tissue (N), prostate cancer tissue in situ (PT) and metastatic prostate cancer tissue (M) in GSE35988 and GSE3325 datasets. **j** mRNA expression level of *PAX6* in PCa cell lines. **k** MTT cell proliferation assay of different PCa cell lines under ENZ (20 µM) treatment. **l** MTT cell proliferation assay of LNCaP and LNCaP^ENZ^ cells. All the experiments were repeated for three times. Data represent the mean ± SD. **, p<0.01; ***p < 0.001.

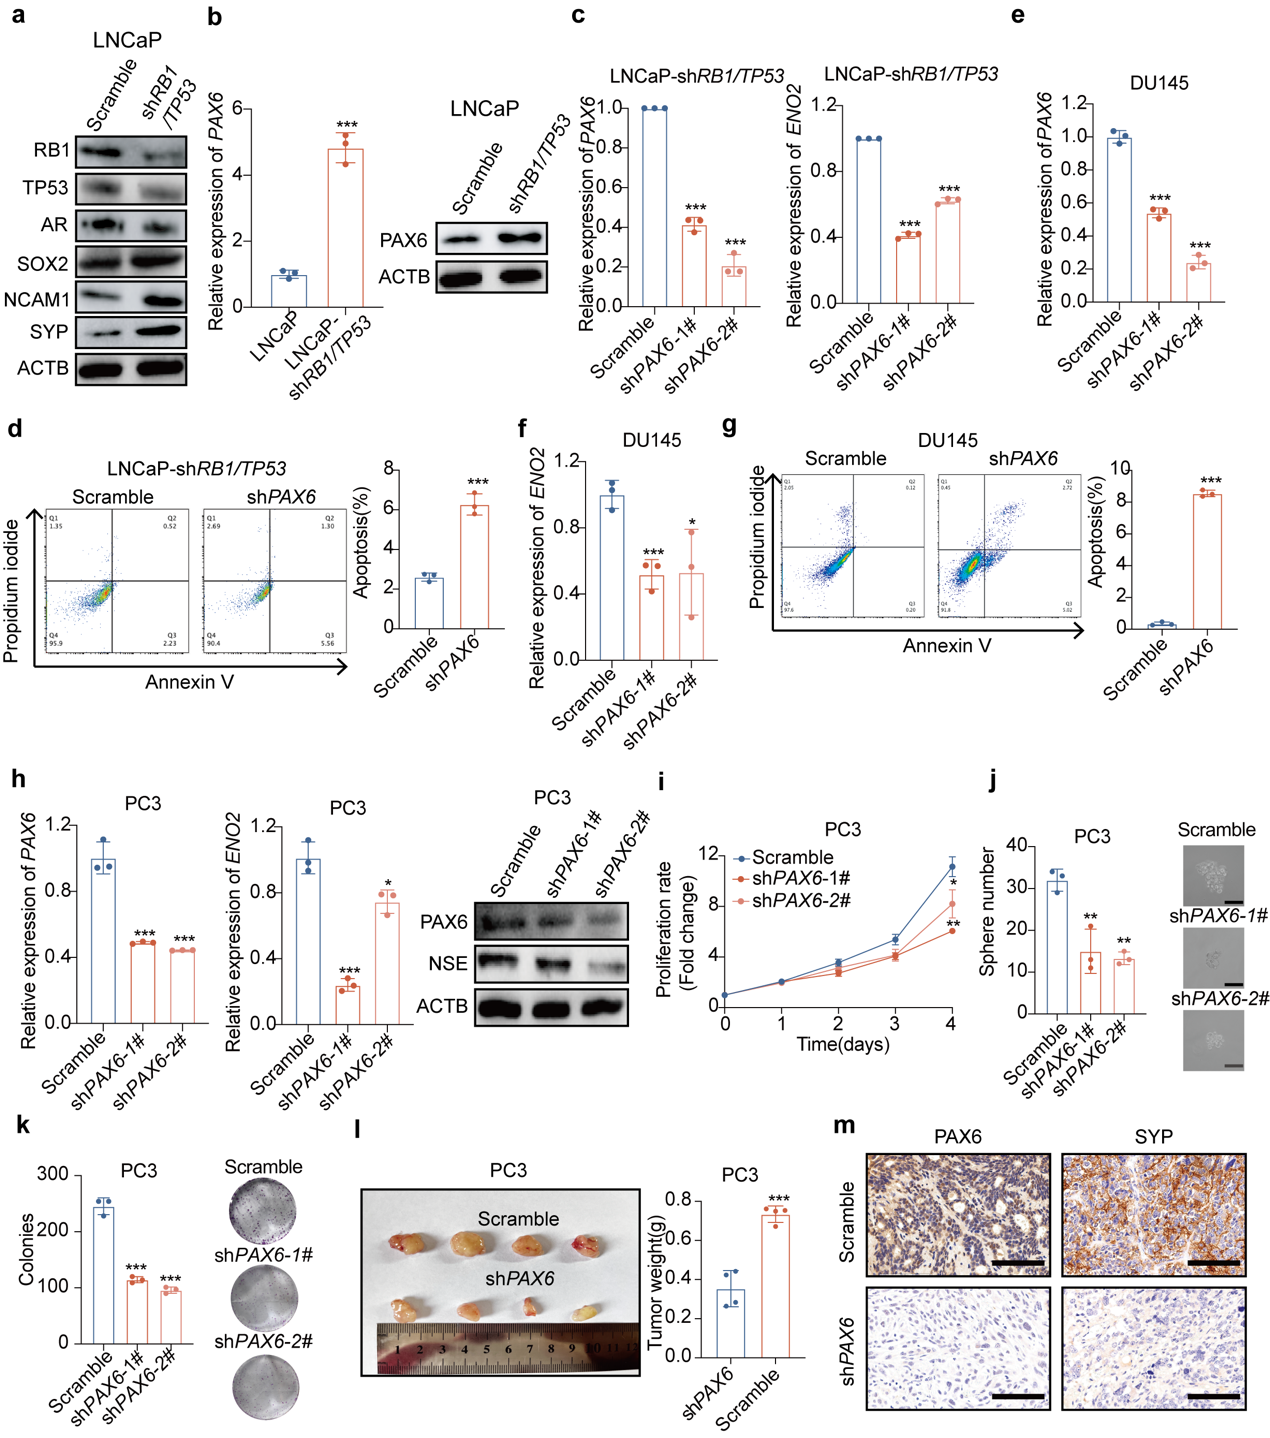

**Fig.S2** Knockdown of *PAX6* represses NE trans-differentiation in LNCaP-sh*RB1/TP53*, DU145 and PC3 cells. **a** Identification of the construction of LNCaP-sh*RB1/TP53* cells. **b** mRNA and protein expression of *PAX6* in LNCaP-sh*RB1/TP53* and the control cells. **c** mRNA expression of *PAX6* and *ENO2* in LNCaP-sh*RB1/TP53* and control cells after knockdown of *PAX6*. **d** Apoptosis assay in LNCaP-sh*RB1/TP53* cells after knockdown of *PAX6*. **e** mRNA expression of *PAX6* in DU145-sh*PAX6* and control cells. **f** mRNA expression of *ENO2* in DU145-sh*PAX6* and control cells. **g** Apoptosis assay in DU145-sh*PAX6* cells and control cells. **h** mRNA and protein expression of *PAX6* and *ENO2* in PC3-sh*PAX6* and control cells. **i** Cell proliferation assays in PC3-sh*PAX6* cells and control cells. Data represent the fold change of OD value during an observation period of up to 4 days. Fold change on the day of cell seeding (day0) in each group was set as 1. **j** Representative image and quantification assay of tumorsphere formation in PC3-sh*PAX6* cells and control cells*.* **k** Representative image and quantification assay of colony numbers in PC3-sh*PAX6* cells and control cells. **l** Anatomic tumor image of PC3-sh*PAX6* cells and control cells inoculated xenografts. **m** Representative IHC staining of PAX6 and SYP in xenograft samples (Scale Bar: 100 µm). All the experiments were repeated for three times. Data represent the mean ± SD. *, p<0.05; ***p < 0.001.

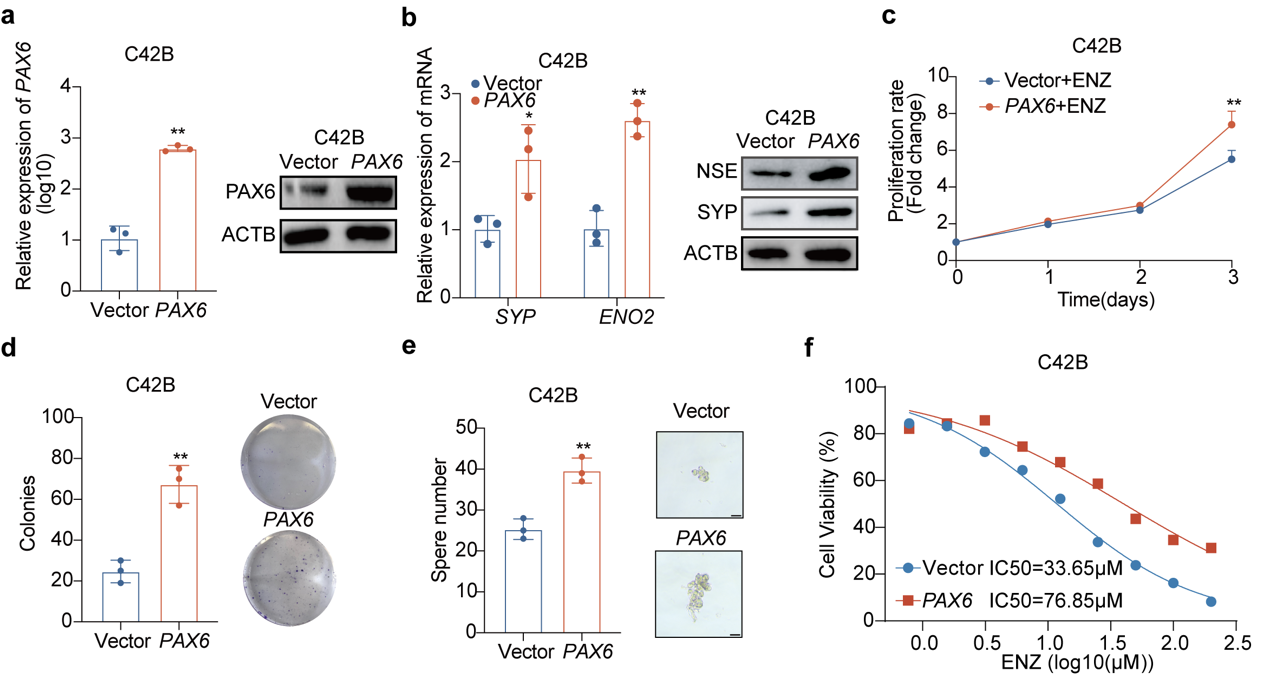

**Fig.S3** Over-expression of *PAX6* promotes the NE trans-differentiation in C42B cells. **a** mRNA and protein expression of *PAX6* in C42B-*PAX6* cells and control cells. **b** mRNA and protein expression of *SYP* and *ENO2* genes in C42B-*PAX6* cells and control cells. **c** Cell proliferation assays in C42B-*PAX6* cells and control cells. Cell proliferation assays were performed under the treatment of ENZ (20 µM). **d** Representative image and quantification assay of colony number in C42B-*PAX6* cells and control cells. **e** Representative image and quantification assay of tumorsphere formation in C42B-*PAX6* cells and control cells. **f** ENZ dose–response curves for C42B-*PAX6* cells and control cells. All the experiments were repeated for three times. Data represents the mean ± SD. *p < 0.05, **p < 0.01, ***p < 0.001.

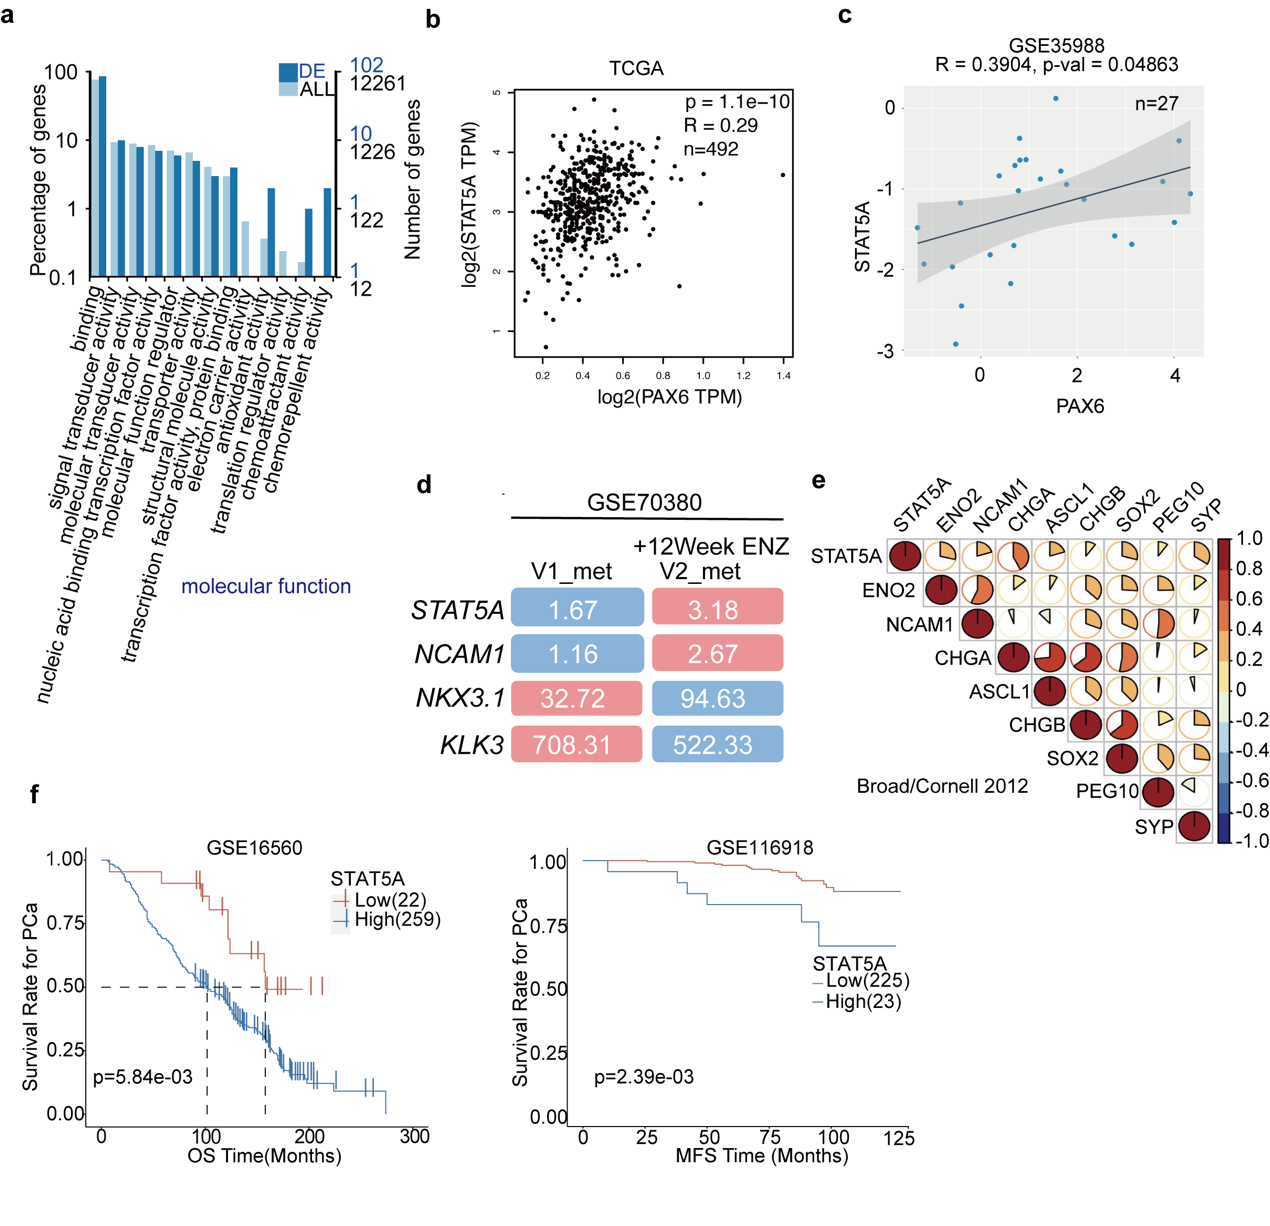

**Fig.S4** *PAX6* promotes the NE trans-differentiation via upregulating *STAT5A* expression. **a** GO analysis of RNA-seq results in DU145-sh*PAX6* cells and control cells. **b** Correlation analysis of *PAX6* and *STAT5A* expression based on the TCGA database (n=492). **c** Correlation analysis of *PAX6* and *STAT5A* expression based on the GSE35988 dataset (n=27). **d** Bioinformatics assay of the mRNA expression of *STAT5A, NCAM1, NKX3.1* and *KLK3* based on the GSE70380 dataset. **e** Correlation analysis of the expression of *STAT5A* and NE signature genes based on the Broad/Cornell 2012 Cohort. **f** Kaplan–Meier survival analysis of the relationship between *STAT5A* expression in tissues and the overall survival (OS) time based on the GSE16560 dataset and the metastasis-free survival (MFS) time based on the GSE116918 dataset.

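Among the 163 genes that passed the adjustment in shPAX6 cells, 16 (9.82%) were transcription factors by their symbol, 13 of them lower. The odds ratio against the other tested genes was 1.97. Fisher's exact test also gave a p under 0.05 with a mean FPKM of at least 1 (odds ratio 2.41, p = 0.0028), after median centring (2.23, p = 0.021), with a pseudocount of 1 (1.96, p = 0.0047), after the GC correction (1.85, p = 0.0093) and after quantile normalization (1.68, p = 0.038). Fisher's exact test did not with a pseudocount of 0.01 (1.86, p = 0.052), without a trend (1.57, p = 0.11), with Ensembl identifiers alone (1.56, p = 0.089), without a filter (1.43, p = 0.35), without shPAX6 library 2 (1.2, p = 0.22) or 1 (0.98, p = 1), after the GC and length correction (1.00, p = 0.94) and with array weights (0.94, p = 0.49). The stricter threshold of an adjusted p under 0.01 called 17 genes, and the share was not computed for it. The remaining alternatives called at most 10 genes. With an unadjusted p under 0.01 as the threshold, 53 of 960 genes (5.52%) and 665 of 12614 other genes (5.27%) were transcription factors, an odds ratio of 1.05 (95% interval 0.77 to 1.40, Fisher's exact test, two-sided, p = 0.71). The largest decreases among genes that passed and whose groups did not overlap were those of SAA1 (log2 fold change -4.29), OAS1 (-3.45), MUC1 (-3.23), S100A9 (-2.95) and PDZK1IP1 (-2.94). MUC1 fell from 26.6 ± 2.82 to 2.80 ± 0.78 FPKM (SD, n = 3 libraries per group, limma, adjusted p = 0.0032). The largest increases were those of STK31 (2.36), ADM (2.13), KRT4 (2.00), KRTAP2-3 (1.85) and F2RL2 (1.79). ADM rose from 5.20 ± 0.55 to 23.1 ± 2.37 FPKM (SD, n = 3, limma, adjusted p = 0.0032), and with the replicate block the adjusted p from limma of both ADM and MUC1 was 0.063.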

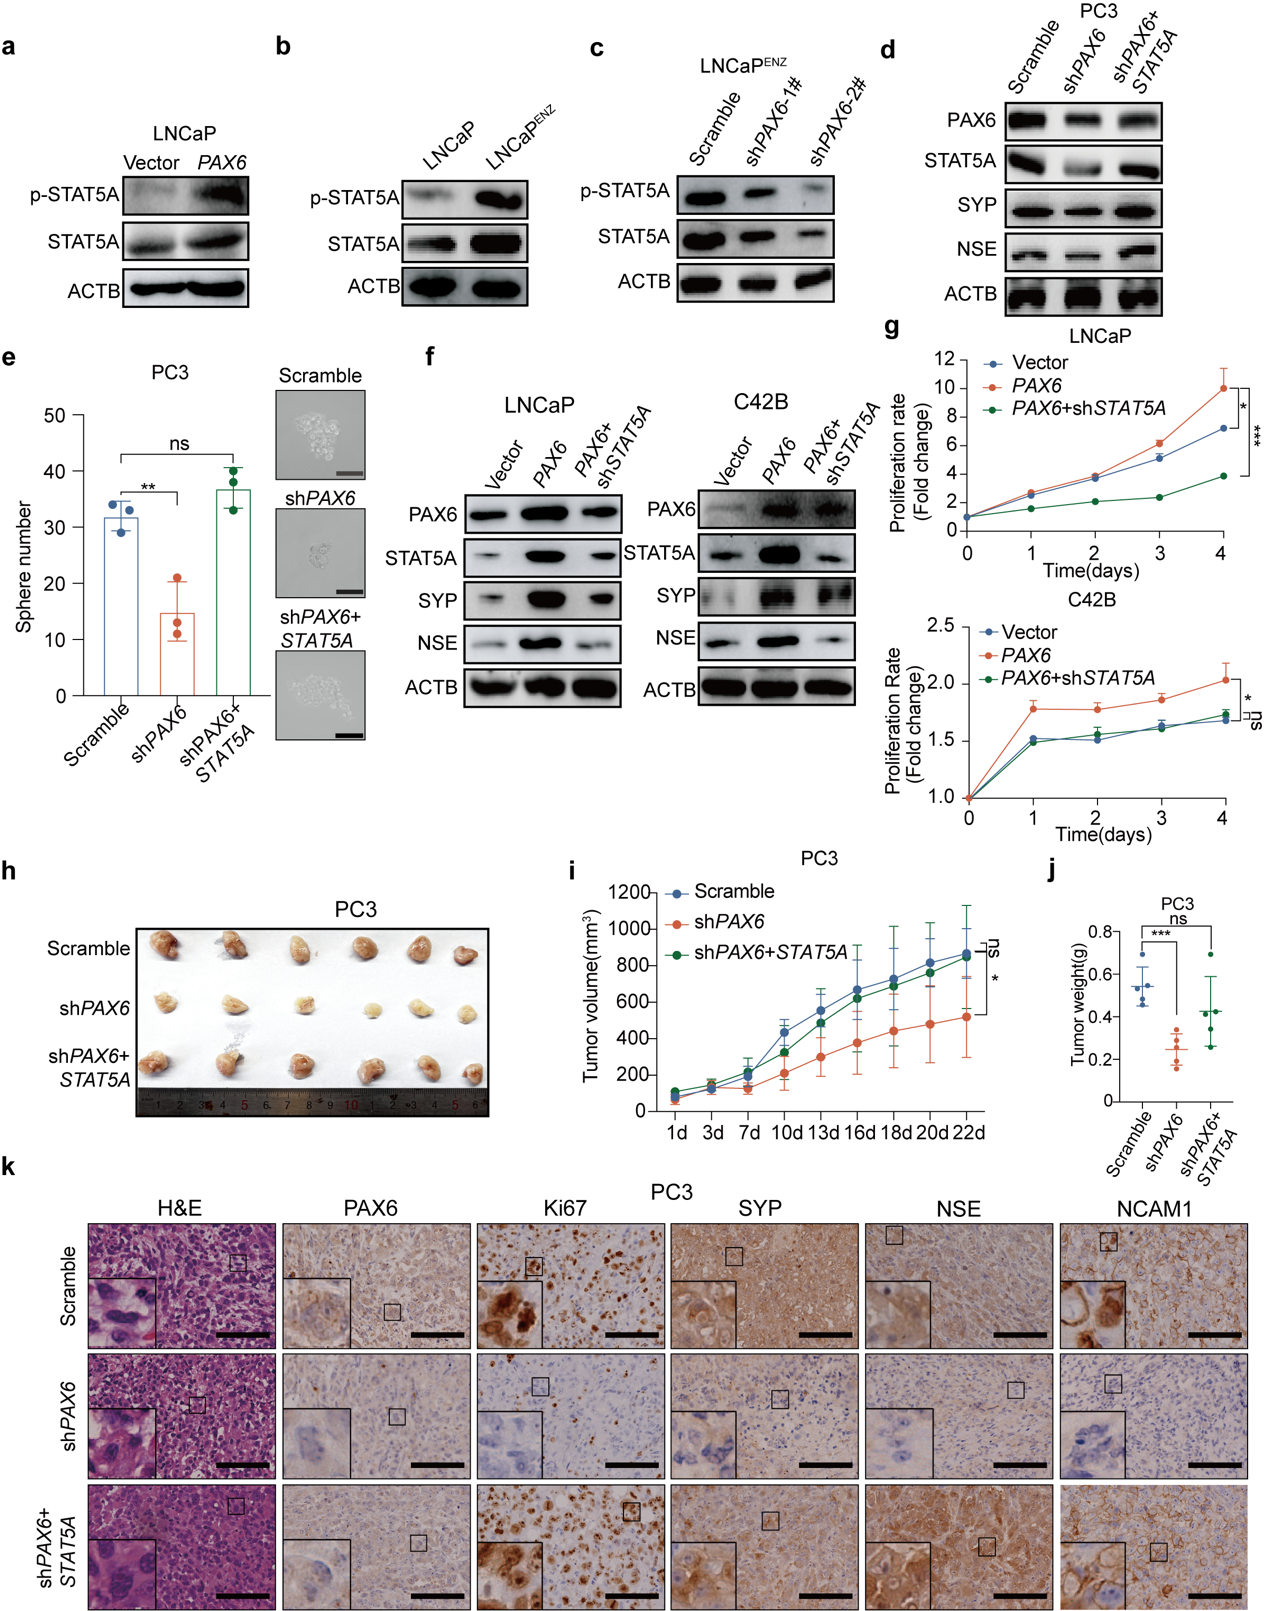

**Fig.S5** Elevated expression of *PAX6* promotes tumor growth and NE trans-differentiation via activation of the *PAX6/STAT5A* axis in vitro and in vivo. **a** Protein expression of STAT5A and p-STAT5A in LNCaP-*PAX6* cells. **b** Protein expression of p-STAT5A and STAT5A in LNCAP^ENZ^ and control cells. **c** Protein expression of STAT5A and NE markers p-STAT5A after *PAX6* knockdown in LNCaP^ENZ^ cells. **d** Protein expression of PAX6, STAT5A, SYP and NSE in PC3-sh*PAX6* cells with or without *STAT5A* overexpression. **e** Representative image and quantification assay of tumorsphere formation in PC3- sh*PAX6* cells with or without *STAT5A* overexpression. **f** Protein expression of PAX6, STAT5A, SYP and NSE in LNCaP-*PAX6* and C42B-*PAX6* cells with or without *STAT5A* knockdown. **g** Cell proliferation assay in LNCaP-*PAX6* and C42B-*PAX6* cells with or without *STAT5A* knockdown. **h** Anatomic tumor images and tumor weight analysis of PC3-sh*PAX6* cells inoculated xenografts with or without *STAT5A* overexpression (n=6). **i** Tumor volume analysis of PC3-Scramble, PC3-sh*PAX6* and PC3-sh*PAX6*+*STAT5A* cells inoculated xenografts respectively (n=6). **j** Tumor weights analysis of PC3-Scramble, PC3-sh*PAX6* and PC3-sh*PAX6*+*STAT5A* cells inoculated xenografts respectively (n=6). **k** Representative H&E staining and IHC staining of PAX6, Ki67, SYP, NSE, NCAM1 in PC3-Scramble, PC3-sh*PAX6* or PC3-sh*PAX6*+*STAT5A* cells inoculated xenograft samples (Scale Bar: 100 µm, with the boxed region enlarged and shown on the left). All the experiments were repeated for three times. Data represent the mean ± SD. *, p<0.05; **, p<0.01.

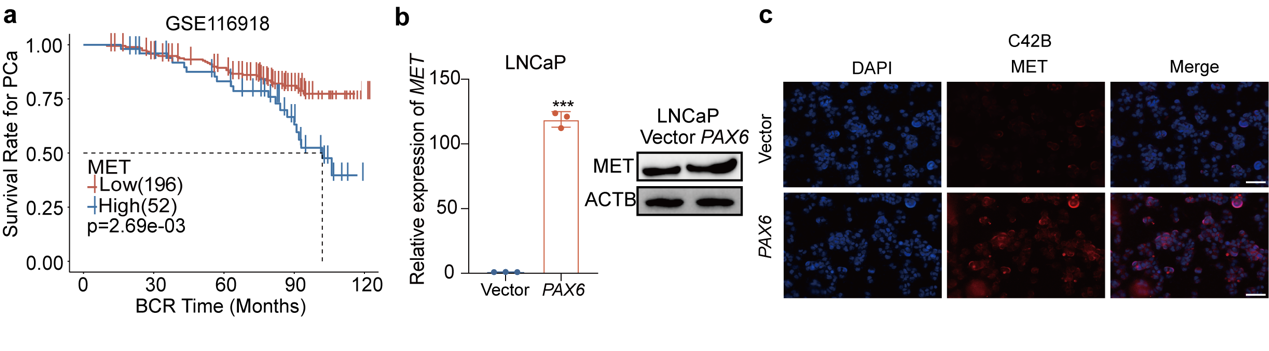

**Fig. S6** PAX6 regulates the expression of MET and high expression of MET is associated with worse prognosis. **a** Kaplan–Meier survival analysis of the relationship between *MET* expression in tissues and biochemical recurrence (BCR) time based on the GSE116918 dataset. **b** mRNA and protein expression level of MET in LNCaP-*PAX6* and control cells. **c** Protein expression level of MET in C42B-*PAX6* and control cells (Scale Bar: 100 µm).

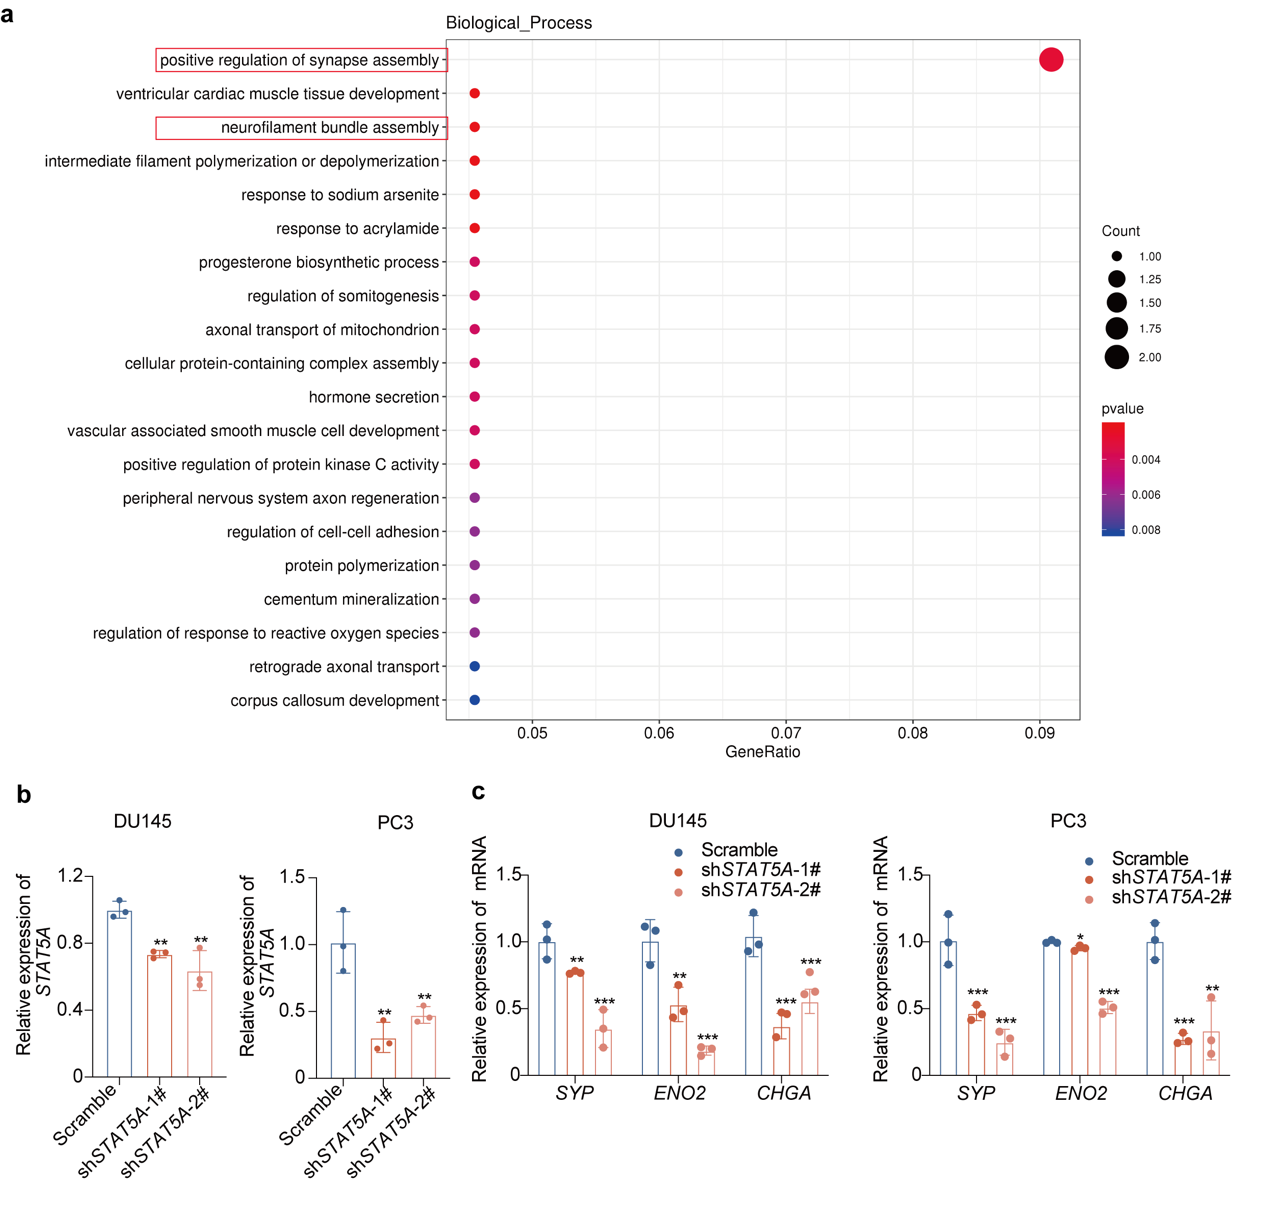

**Fig.S7** Knockdown of *PAX6* or *STAT5A* expression decreased the NE related pathways and genes. **a** Biological process analysis in DU145-sh*PAX6* cells vs. the control cells. **b** mRNA expression of *STAT5A* in DU145-sh*STAT5A* or PC3-sh*STAT5A* cells. **c** mRNA expression of *SYP, ENO2, CHGA* in DU145-sh*STAT5A* or PC3-sh*STAT5A* cells compared to that in the relevant control cells. All the experiments were repeated for three times. Data represent the mean ± SD. **, p<0.01; ***p < 0.001.

# Supplementary material for: PAX6 promotes neuroendocrine phenotypes of prostate cancer via enhancing MET/STAT5A-mediated chromatin accessibility
**Source:** J Exp Clin Cancer Res. 2024 May 15;43:144. doi: 10.1186/s13046-024-03064-1
**Supplement:** Supplementary file 2 — Supplementary Material 2

**Supplementary Table1:** List of primers, sgRNA and shRNA sequences used in the study

**Cloning primers**

|  | **Forward** | **Reverse** |
| --- | --- | --- |
| PAX6-promoter-cloning primers | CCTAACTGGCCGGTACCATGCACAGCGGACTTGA | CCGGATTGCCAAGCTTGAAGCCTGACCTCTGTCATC |

**RT-qPCR-Primers**

| **Gene** | **Forward** | **Reverse** |
| --- | --- | --- |
| *ACTB* | *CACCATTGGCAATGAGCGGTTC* | *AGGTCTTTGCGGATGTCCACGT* |
| *PAX6* | CACACCGGTTTCCTCCTTCA | GGCAGAGCGCTGTAGGTGTT |
| *KLK3* | CGCAAGTTCACCCTCAGAAGGT | GACGTGATACCTTGAAGCACACC |
| *ALDA1A3* | CTGCTACAACGCCCTCTATGCA | GTCGCCAAGTTTGATGGTGACAG |
| *STEAP4* | AGTCAGGAGCACTGGATGCAAG | CTTTGGCTGCCATGAGTGATCC |
| *PMEAP1* | CTGAGCCACTACAAGCTGTCTG | GGATTCCGTTGCCTGACACTGT |
| *NKX3.1* | CGCAGAACGACCAGCTGAGCA | CCTGAAGTGTTTTCAGAGTCCAAC |
| *ENO2* | GAACTATCCTGTGGTCTCC | CGACATTGGCTGTGAACTTG |
| *SYP* | TCAGTTCCGGGTGGTCAAG | AAGACCCATTGCAGCACCTT |
| *CHGA* | GGTTCTTGAGAACCAGAGCAGC | GCTTCACCACTTTTCTCTGCCTC |
| *NCAM1* | CATCACCTGGAGGACTTCTACC | CAGTGTACTGGATGCTCTTCAGG |
| *STAT5A* | CGGTTTGAGTGAGGGTTT CT | GTGGGCAACAGCATCATAGA |
| *MET* | TGCACAGTTGGTCCTGCCATGA | CAGCCATAGGACCGTATTTCGG |
| *KMT5C* | ACGAGGTGACATGCTTCTACGG | CTGGTTCGGAAAGCTCCTTCAC |
| *SMYD5* | CCTCTATGAGGAAGCAGTCAGC | ACTCCAGAGTGTCACAGGCATG |

**shRNAs and sgRNAs sequence**

|  | **Forward** | **Reverse** |
| --- | --- | --- |
| sgMET | CACCGCATCAGAACCAGAGGCTTGGT | AAACACCAAGCCTCTGGTTCTGATGC |
| shSTAT5A#1 | CACCGTCCGGCACATTCTGTACAATG CTCGAGCATTGTACAGAATGTGCCGGA TTTTTG | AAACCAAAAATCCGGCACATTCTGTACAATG CTCGAGCATTGTACAGAATGTGCCGGA C |
| shSTAT5A#2 | CACCG CCCACGTTTCCCGGGATATAT CTCGAGATATATCCCGGGAAACGTGGG TTTTTG | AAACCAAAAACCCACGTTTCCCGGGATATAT CTCGAG ATATATCCCGGGAAACGTGGG C |
| sgAR#1 | CACCGAGCAGCAAGAGACTAGCCCC | AAACGGGGCTAGTCTCTTGCTGCTC |
| sgAR#2 | CACCGCGGCTTAAGCAGCTGCTCCG | AAACCGGAGCAGCTGCTTAAGCCGC |
| sgAR#3 | CACCGCCTCGGTAGGTCTTGGACGG | AAACCCGTCCAAGACCTACCGAGGC |
| sgAR#4 | CACCGTCTCCCCAAGCCCATCGTAG | AAACCTACGATGGGCTTGGGGAGAC |

|  |
| --- |

**ChIP-qPCR Primers**

|  | **Forward** | **Reverse** |
| --- | --- | --- |
| PAX6-promoter | TTGCAGCGTCCTCACTGTC | AATAGGGCTGAAGAGCTGAGG |
| MET promoter | TTAGCGGAGACGTGGGAGAG | CCCACGACAAGGTGAAACTTTC |
| STAT5A-promoter-1 | CAGATGGAGACCTAAGGAGAC | CCACCACTCCTGGCTAATT |
| STAT5A-promoter-2 | ATCAGGTGCCCAGATGTCAGT | TGTCGGTGGCTGGATACAAA |
| AR-promoter-1 | GCGATTGATGAGTCTAGAGTC | GATGGGTTGTAGCTTTGTTGTAGC |

# Supplementary material for: PAX6 promotes neuroendocrine phenotypes of prostate cancer via enhancing MET/STAT5A-mediated chromatin accessibility
**Source:** J Exp Clin Cancer Res. 2024 May 15;43:144. doi: 10.1186/s13046-024-03064-1
**Supplement:** Supplementary file 6 — Supplementary Material 6

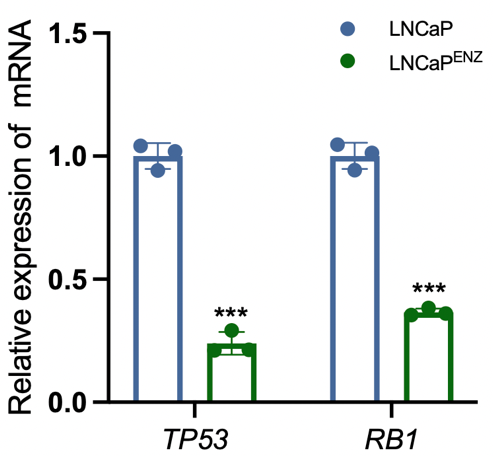
**Response Fig. 1** The mRNA expression level of *TP53* and *RB1* was downregulated in LNCaP^ENZ^
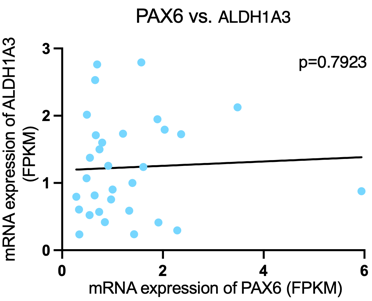

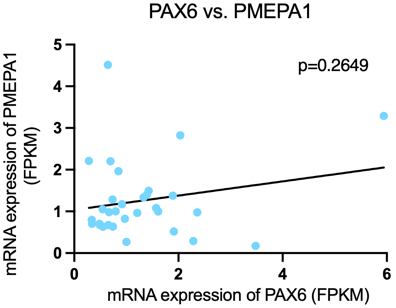

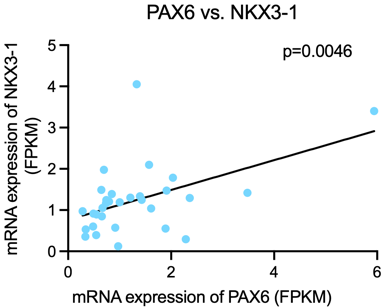
cell compared to control.

**Response Fig. 2** Correlation analysis of PAX6 with AR associated genes based on the Broad/Cornell 2012 cohort.

How the deposited data were processed for this re-analysis (not part of the article)

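RNA sequencing of LNCaP and DU145 cells was analysed from the processed tables. For LNCaP cells, 1 library of parental cells and 1 library of LNCaP-ENZ cells were used. The text of the series gives 30 days of enzalutamide for the latter. For DU145 cells, 3 shCON and 3 shPAX6 libraries were used. Samples were grouped by the condition and replicate number in the sample labels, which match the columns of the tables. The 6 ATAC-seq samples are not used here, and no clinical table was used.

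According to the paper's methods, cDNA was primed with oligo-dT, reads were aligned to GRCh37 with HISAT2, transcripts were quantified with StringTie, and differential expression was tested with DESeq2. The labels of the samples describe another library kit and read length than the methods. For LNCaP, the authors deposited raw counts per gene, which are whole numbers, and TPM, which equal the count over gene length, rescaled by the authors. For DU145, the deposited values were treated as FPKM from StringTie, a value per kilobase and library size computed by the authors. No count test was run on the DU145 values, because these are not counts and the low values of 359 genes compared between 2 libraries showed no shared step (at most 3.90% of the ratios fell in the same bin). Of 6 housekeeping genes, 0 values were 0.

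LNCaP counts were scaled by the library total, since there is 1 library per arm and no test across genes is possible. The confidence level was 95%, the floor 3 counts, and set medians were redrawn 2000 times from Poisson counts. Random lists were drawn 10000 times, each member from the 200 genes nearest in mean CPM. The totals of 20468001 and 17945722 counts set the precision. Alternatives were pseudocounts of 1 and 0.01, genes with a mean CPM of at least 1, the median log2 ratio of expressed genes set to 0, and edgeR's TMM factors. The TPM and library totals without the 10 most counted genes were added after seeing the data. All alternatives for the NE marker and interferon response lists in LNCaP, and for the interferon response and ER stress lists in DU145, were added then too.

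DU145 values were tested with limma (lmFit, and eBayes with an intensity trend) on log2(FPKM + 0.1) for features with a mean of at least 0.5 FPKM, with Benjamini-Hochberg adjustment and a threshold of 0.05, two-sided. Gene lists were tested with camera at an inter-gene correlation of 0.01, and, added after the results were seen, with the correlation estimated by limma from the deviations within groups, which also lowers camera's degrees of freedom to 4, and with the estimate alone (negative values taken as 0). After the results were seen, an exact permutation of the 6 libraries was added for the median of each list. Of the 13574 tested features, 12051 have an Ensembl identifier and 12009 (88.5%) a GC content, taken from the longest transcript of the gene in the annotation lifted to GRCh37. The replicate number comes from the sample labels, and fits with and without it as a block were compared. Alternatives were pseudocounts of 1 and 0.01, a mean FPKM of at least 1, no filter, quantile normalization, median centring, eBayes without a trend, array weights, the replicate block, Ensembl identifiers alone, each library left out in turn and stricter thresholds of 0.01. The GC and length corrections per library (loess, span 0.5, degree 2) and the replicate block with the GC correction were added after seeing the data. The default REML method of limma's array weights gave warnings that it had not converged, so the gene-by-gene method was used, a change made before any weight or number of calls was seen. Computed afterwards, the default put a weight of 4755 on shPAX6 library 3 and called 7469 genes, and the gene-by-gene method called 4569. The gene-by-gene weights were uneven too, at 5.74 for shPAX6 library 3 against 0.163 and 0.270 for shPAX6 libraries 1 and 2. Calls with array weights thus rest largely on 1 shPAX6 library.

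Genes named in the text are those the paper names for these cells, STAT5B, the neurofilament genes, the 5 largest changes in each direction (in DU145 among genes that passed the adjustment with groups that did not overlap, and in LNCaP among genes with a mean CPM of at least 5), and the 2 largest changes in each direction of the gene lists (in LNCaP, of the synapse assembly and dendritic cell chemotaxis lists). Some genes and gene lists that this rule or the design covers are not reported here. This rule was fixed in advance, and the DU145 genes were for a time limited to fewer of them after values had been seen, which was undone. HLA-DMA, HLA-DPA1, CIITA and the leukocyte markers were chosen after the LNCaP values were seen. LNCaP genes are listed by symbol, not by identifier, and positions in LNCaP are those of the authors' table. Positions in DU145 come from the annotation.

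The limma fit, the GC correction, camera, and the LNCaP ratios, intervals and list percentiles were tested on simulated data. The replicate block, array weights, permutations and splits, among others, were not. Simulated genes varied independently, so lists whose genes vary together were not covered. The simulated LNCaP lists held only genes with more counts than the NE signature genes. In DU145, 200 of 13574 genes were changed. Of these, 76% were called, 3.18% of the 157 calls were unchanged genes, and the slope of estimated on true log2 fold changes was 1.01. A simulated GC trend with rho -0.48 fell to 0.0072 after the correction (12009 genes), and camera gave p = 6.6e-34 for 30 lowered genes and p = 0.26 for 30 unchanged genes. In LNCaP, 200 of 44591 genes were changed. The slope was 0.994, 95.7% of 1000 intervals of unchanged genes covered 0, and a list of 20 lowered genes lay at percentile 0. The first list of 20 unchanged genes lay at percentile 3.03, after which 100 more were drawn. Of these 100 lists, 8 lay outside the percentiles expected for 5% of lists, with a mean percentile of 52.4.

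R 4.3.3 with limma 3.58.1 and edgeR 4.0.16 was used, with Python 3.11.15, scipy 1.17.1, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.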

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

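Both results below come from gene lists outside those the paper discusses. The lists themselves were fixed in advance, and all tests of explanations were chosen only after the results were seen. They belong to a family of 6 lists tested with limma's camera, whose other members (STAT5 targets, immediate early genes, cell cycle genes and H4K20 methyltransferases) did not pass the adjustment.

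Interferon response genes were lower in DU145-shPAX6 cells, a signal in genes the paper does not analyse. Of 19 tested genes, 19 were lower, with a median log2 fold change of -1.20 (camera, p = 6.2e-14, Benjamini-Hochberg adjusted over the 6 lists p = 3.7e-13, exact permutation of the libraries p = 0.10, the smallest possible). The median lay between -1.47 and -0.99 under the alternatives, with camera p between 9.3e-19 and 2.7e-11 at an assumed correlation of 0.01 between genes, and 7 genes had an adjusted p under 0.05 with limma. OASL fell from 16.2 ± 2.15 to 2.40 ± 0.31 FPKM and OAS1 from 1.66 ± 0.19 to 0.0765 ± 0.094 FPKM (SD, n = 3 per group). All 19 genes have a GC value, and after the GC correction per library the median was -0.99, and after the correction of GC content and length it was -0.996, so neither fully explains the decrease. Under quantile normalization the camera p was 1.0e-14, and with each library left out the largest camera p was 2.7e-11, which speaks against the scaling and against a single library. Among the 4 splits of the 6 libraries that part all same-numbered pairs, 1 gave a p as small, the real split, with p of 0.0048 or more in the others. Because 1 is the smallest count this design allows, it cannot rule out a chance difference between libraries. The other 6 splits part only 1 such pair each. Over all 9 splits other than the real one, the camera p ran from 0.00025 to 0.037, each under 0.05. Every such split keeps part of the group difference, so these values do not measure chance alone. These p assume a correlation of 0.01 between the genes of a list. Estimated from the deviations of the 6 libraries from their group means, the correlation was 0.15. Camera then gave p = 2.0e-05 for this correlation alone, and p = 0.013 (adjusted over the 6 lists p = 0.078) when it also counted the 4 degrees of freedom of the estimate. The correlation alone thus does not account for the result, but with 6 libraries it is not known well enough to set genes varying together aside. A candidate explanation is a weaker interferon response after knockdown of PAX6. A difference in the response to the hairpin vectors themselves was not tested, since no library of untransduced DU145 cells was analysed.

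ER stress genes were higher in DU145-shPAX6 cells, also outside the genes the paper discusses. Of 14 tested genes, 9 were higher and 5 lower, with a median log2 fold change of 0.21 (camera, p = 0.0010, adjusted over the 6 lists p = 0.0030, exact permutation p = 0.10). With limma, 0 of the 14 had an adjusted p under 0.05 and 4 an unadjusted p under 0.05. DDIT3 (log2 fold change 0.82) and DNAJB9 (0.66) rose most, and DDIT4 (-0.23) and SDF2L1 (-0.15) fell, of which DDIT4 turned to 0.080 after the GC correction and SDF2L1 to 0.25 after it and to 0.025 after median centring. All 14 genes have a GC value, and the median was 0.31 after the GC correction and 0.29 after the correction of GC content and length. With each library left out, the largest camera p was 0.0067. Under quantile normalization the median was 0.12 and the camera p 0.059. This p was the largest among the alternatives that assume a correlation of 0.01 between genes, whose smallest was 2.7e-05. Median centring gave a median of 0.39 and a camera p of 0.0014. These scalings gave different answers, so the scaling of the libraries remains open. Of the 4 splits that part all same-numbered pairs, 1 gave a p as small, the real split, again the smallest count possible. The smallest camera p in the others of these 4 was 0.0090. Over all 9 splits other than the real one, 2 had a camera p under 0.05, the smallest 0.0037. With the correlation between genes estimated in the same way (0.072), camera gave p = 0.012 for the correlation alone and p = 0.066 (adjusted p = 0.20) with the 4 degrees of freedom of the estimate, so genes of this list varying together between libraries are not set aside either. The increase may reflect a stress response in shPAX6 cells, but it cannot be told apart from the scaling of the libraries or from genes varying together, and a chance difference between libraries is not ruled out.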

How the results depend on the processing

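The alternatives were set before the data were examined, apart from the GC and length corrections per library, the block with the GC correction, the TPM and the totals without the 10 most counted genes, and the alternatives for the lists added later. The estimated correlation between genes in camera and the share of transcription factors among genes that passed were also added later. The splits of the libraries were counted after the results were seen. The cause of the changes below was not tested unless a value shows it.

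In DU145 cells, the number of genes with an adjusted p under 0.05 was 163. It was 108 without a filter, 100 after median centring, 4569 with array weights, 768 after the GC and length correction, and 17 at an adjusted p under 0.01. Across the 6 fits that each left out one library it ran from 0 to 920, with 0, 5 and 0 genes without shCON library 1, 2 and 3 (1617, 1399 and 1258 at an unadjusted p under 0.05), 10 without shPAX6 library 3 and 903 or 920 without shPAX6 library 2 or 1. With the replicate block it was 0, with 1568 genes at an unadjusted p under 0.05, and with the block and the GC correction 7. Array weights with limma's default method, which did not converge, gave 7469. A pseudocount of 1 and quantile normalization each gave 236, the pseudocount of 0.01 gave 139, a mean FPKM of at least 1 gave 144, eBayes without a trend 200, Ensembl identifiers alone 191 and the GC correction 222. The share of lower calls was 85.3% with the deposited values, 66.2% with array weights, 72% after median centring, 68.6% after quantile normalization, 55.0% after the GC correction and 47.8% after the GC and length correction. Genes changed at least 2-fold numbered 128. They numbered 81 after median centring, 596 with array weights, 0 with the replicate block (1568 genes of any size at an unadjusted p under 0.05), 7 with the block and the GC correction, and from 0 to 514 across the fits that each left out one library. Of the Fig. 6a factors, 10 passed. Without a filter 5 passed, with the replicate block 0, with the block and the GC correction 0, and from 0 to 14 with one library left out. Of the 4 splits that part all same-numbered pairs, 1 gave as many genes, 1 as many genes changed at least 2-fold and 1 as many Fig. 6a factors, in each case the real split and the smallest count possible, which cannot rule out chance. The largest count in any other of the 10 splits was 2 genes.

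PAX6 kept its direction in every DU145 alternative that gave a value. Its adjusted p of 0.054 passed 0.05 with a pseudocount of 1 (log2 fold change -0.97), with eBayes without a trend and with Ensembl identifiers alone (both -2.69), with array weights (-2.80), after the GC correction (-2.69) and after the GC and length correction (-2.59). With one library left out, its log2 fold change ran from -3.16 to -2.31, and its adjusted p in limma over all alternatives from 0.00011 to 0.33. At a mean FPKM of at least 1 it is filtered out. STAT5A kept its direction in all 19 alternatives but lost its call without a filter (-1.27), with the replicate block (-1.27), after the GC correction (-0.96) and with the block and the GC correction (-0.96), and without any 1 of the shCON libraries or shPAX6 library 3. With one library left out it ran from -1.37 to -1.10, and its adjusted p in limma over all alternatives from 0.00015 to 0.30.

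The odds ratio of the transcription factor share, 0.96, rose above 1 with a mean FPKM of at least 1 (1.12), without a filter (1.03), after median centring (1.02), without a trend (1.10), with the replicate block (1.00), after the GC correction (1.05), with the block and the GC correction (1.01) and at an unadjusted p under 0.01 (1.05), and was 1.97 (Fisher's exact test, p = 0.020) for the genes with an adjusted p under 0.05. With one library left out it ran from 0.846 to 1.04, and 4 of the 4 splits that part all same-numbered pairs gave a p as small. The synapse assembly list, at a median of -0.54, passed 0.05 with a mean FPKM of at least 1 (-0.60), after quantile normalization (-0.38), after median centring (-0.37), with array weights (-0.47) and with the replicate block (-0.54). With one library left out its median ran from -0.62 to -0.30, and 2 of the 4 splits gave a p as small. The NE marker list kept its direction and lost its p under 0.05 without a filter (0.036). The neurofilament list kept its direction and its p under 0.05 in the 19 alternatives that assume a correlation of 0.01 between genes, as did the interferon response list. With the correlation estimated from the libraries and its 4 degrees of freedom, which leave the medians as they are, the neurofilament (0.55), NE marker (0.35) and ER stress (0.21) lists lost their camera p under 0.05 (p = 0.13, 0.056 and 0.066), and that of the interferon response list rose to 0.013. For the correlation alone these p were 0.055, 0.0078, 0.012 and 2.0e-05, so the NE marker and ER stress lists lost it only with the fewer degrees of freedom. For the neurofilament and the NE marker list, 1 of the 4 splits gave a p as small, the real split. The ER stress list lost its p under 0.05 after quantile normalization (0.12).

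Among single DU145 genes, 144 of 1116 values became weaker and 72 stronger, and 28 values of 7 genes reversed. RB1, at -0.036, reversed after quantile normalization (0.16), median centring (0.14) and array weights (0.038), and ran from -0.40 to 0.35 with one library left out. PMEPA1, at 0.049, ran from -0.055 to 0.13 with one library left out. KMT5C, at -0.0067, reversed after quantile normalization (0.14), median centring (0.17), array weights (0.11), the GC correction with and without the block (0.41) and the GC and length correction (0.34), and ran from -0.19 to 0.24 with one library left out. SDF2L1, at -0.15, reversed after median centring (0.025), the GC correction with and without the block (0.25) and the GC and length correction (0.034), and ran from -0.44 to 0.17 with one library left out. DDIT4 reversed after the GC correction with and without the block (0.080). With one library left out, MET ran from -0.32 to 0.49 and SMYD5 from -0.018 to 0.039. After the GC correction, SMYD5 moved from 0.014 to 0.30 (limma, adjusted p = 0.16).

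In LNCaP cells, PAX6 and the NE signature and NE marker lists kept their direction in all alternatives that gave a value. The synapse assembly list reversed to 0.028 with the median set to 0 and to 0.0099 with TMM scaling, and the dendritic cell chemotaxis list to 0.062 and 0.011. Both scalings raise other genes too, and the percentiles of the lists lay between 24.5 and 50.2 under them. The interferon response list, at 0.0014, reversed to -0.00065 with a pseudocount of 1, to -0.042 with a mean CPM of at least 1 and to -0.074 with TPM. NCAM1 reversed to 0.15 with the median set to 0, to 0.11 with TMM scaling and to 0.031 without the 10 most counted genes, MET to 0.017 and 0.0080 under the first 2 of these, and STAT5B to -0.077 with TPM. Another 23 values of single genes moved beyond their interval. The NE signature genes and PAX6 lie below a mean CPM of 1 and have no value at that filter. PAX6, CHGA, SYP, CHGB and STEAP4 have at most 11 counts per library, and the 95% interval of each log2 ratio includes 0. DESeq2 was not run, because the DU145 values are not counts and LNCaP has 1 library per arm.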

Differences from the paper's values

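In Fig. 2a, the paper's log2 ratio of KLK3 in LNCaP-ENZ cells is about -0.26, read by eye, against -0.43 here. The paper's log2 ratio of TMPRSS2 is about -1.5 in Fig. 2a, read by eye, against -1.68 here. For both genes, of the alternatives set before the data were examined, setting the median log2 ratio of expressed genes to 0 (-0.27 and -1.53) and TMM scaling (-0.28 and -1.54) fell within the counting error of the paper's values, while the pseudocounts of 1 and 0.01 and the filter at a mean CPM of 1 did not.

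The axis of Supplementary Fig. S4a gives about 100 differentially expressed genes in DU145-shPAX6 cells, read by eye and counting annotated genes only, against 163 here with no such restriction. Of the alternatives set before the data were examined, the count was within 1.5 times of it with a pseudocount of 0.01 (139), a mean FPKM of at least 1 (144), no filter (108) and median centring (100). It was not with a pseudocount of 1, quantile normalization, eBayes without a trend, array weights, the replicate block, Ensembl identifiers alone, a library left out or an adjusted p under 0.01.

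Fig. 2a shows STEAP4 lower and CHGB higher in LNCaP-ENZ cells. Here STEAP4 had 2 and 1 counts and CHGB 1 and 2 counts in parental and LNCaP-ENZ cells, which is under the floor. The paper reports higher PAX6 in LNCaP-ENZ cells (Fig. 1l and Fig. 2c-e), in RNA and protein assays other than this sequencing. Here PAX6 had 11 counts in parental and 4 in LNCaP-ENZ cells, a log2 ratio of -0.98 (95% interval -3.38 to 0.49). No setting gave a ratio above 0, but the settings only rescale the same few counts. The interval includes an increase, so these libraries do not exclude one. The paper reports enrichment of synapse assembly and dendritic cell chemotaxis genes in LNCaP-ENZ cells. That result comes from GSEA on other lists, which was not run here. A median hardly moves with a few strongly changed members, so the values below do not test the GSEA result. The hand-made lists had medians of -0.13 and -0.09 and lay at percentiles 43.3 and 28.9 of random lists. Their medians were above 0 when the median of expressed genes was set to 0 (0.028 and 0.062) and with TMM scaling (0.0099 and 0.011). Both scalings raise other genes too, so these signs say nothing of the lists themselves. The percentiles were 43.3 and 28.9 with the median set to 0, and 50.2 and 24.5 with TMM scaling.

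Fig. 6a presents 14 transcription factors as significantly changed, of which 4 did not pass over all genes here. PAX6 (adjusted p = 0.054 in limma) passed with a pseudocount of 1, eBayes without a trend, array weights, Ensembl identifiers alone, without shPAX6 library 1 or 2, and after the GC correction with or without the length correction, both chosen after seeing the values. EPAS1 (0.062) passed with a pseudocount of 1, quantile normalization, median centring, array weights, without shPAX6 library 1 or 2, and after the GC and length correction, chosen after seeing the values. ZNF467 (0.073) passed with array weights, without shPAX6 library 1 or 2 and after the GC and length correction, chosen after seeing the values. NFIX (0.24) passed with array weights and without shPAX6 library 2. Array weights put most of the weight of the shPAX6 group on library 3, so passing with them rests largely on 1 library.

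The paper states that neurofilament bundle assembly genes were downregulated in DU145-shPAX6 cells. The median log2 fold change of the 3 tested neurofilament genes was 0.55, and no setting gave a value below 0. For synapse assembly genes, which the paper states were downregulated, the median was -0.54 with a camera p of 0.063. The p was under 0.05 with a mean FPKM of at least 1 (0.0054), quantile normalization (0.034), median centring (0.0060), array weights (0.043), the replicate block (0.037), and without shCON library 1 (0.040), shCON library 2 (0.039) or shPAX6 library 2 (0.017). After the GC correction, chosen after seeing the values, it was 0.20, and with the correlation between genes estimated from the libraries and its 4 degrees of freedom, also chosen after seeing the values, 0.58. Over all alternatives it ran from 0.0054 to 0.58. The paper also reports lower MET in DU145-shPAX6 cells, where its log2 fold change was 0.11 here (limma, adjusted p = 0.91).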

Other observations

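The tests on HLA class II genes were written down after the increase of those genes was seen and before the tests were run. All other tests in this part were chosen after the results were seen.

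More genes were lower than higher in DU145-shPAX6 cells, with 85.3% of the 163 calls lower. Of 138 lower calls with a GC value, 120 lay in the 2 of 5 groups with the highest GC content. After the GC correction per library the lower share was 55.0% of 222 calls, and after median centring, which moves the median of all genes from -0.12 to 0.058, still 72%, so scaling alone does not remove it. The log2 fold change fell with GC content (rho -0.36 across genes), and without shPAX6 library 2 this rho was -0.086, so the relation rests mostly on that library. Without shPAX6 library 1, whose own relation to GC content ran the other way, it was -0.59. The share of lower calls did not follow these changes, with 79.3% of 903 calls lower without shPAX6 library 2 and 78.3% of 920 without shPAX6 library 1. How much of the excess of lower calls comes from GC content thus remains open. Of the 4 splits of the libraries that part all same-numbered pairs, 2 gave a rho as large in size, so the relation does not follow the knockdown alone. No biological explanation of it was tested.

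CD74 and the HLA class II genes HLA-DRA and HLA-DRB1 were among the 5 largest increases in LNCaP-ENZ cells. CD74 had 6 counts in parental and 786 counts in LNCaP-ENZ cells, HLA-DRB1 had 14 and 192, and HLA-DRA had 3 and 414, with a lower 95% limit of the log2 ratio of 5.74. HLA-DPA1 rose from 6 to 44 counts, while HLA-DMA had 408 and 295 counts. RNA from leukocytes is a candidate explanation. Of 9 leukocyte markers, 0 had an interval of the log2 ratio above 0, and PTPRC had 23 and 28 counts, so no rise of these markers was measured beside that of the class II genes. A general interferon response is a second candidate. The list of 22 interferon response genes had a median log2 ratio of 0.0014, at percentile 91.6 of random lists, which is short of the 95th percentile set in advance for this test, with 11 genes higher and 11 lower. CIITA, the transactivator of class II genes, had 15 and 25 counts, a log2 ratio of 0.84 (95% interval -0.053 to 1.96), so its rise was not resolved at this depth. With 1 library per arm, the increase may belong to these libraries and not to the treatment.

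The other largest increases in LNCaP-ENZ cells were IGFBP3 (157 and 4596 counts, log2 ratio 5.04) and PIGR (1308 and 16738 counts, 3.87). The largest decreases were SEMA3E (339 and 2 counts, upper 95% limit of the log2 ratio -5.35), TNFRSF19 (log2 ratio -5.86), ST6GALNAC1 (-5.65), ZBTB16 (-5.31) and ZNF385B (-4.13). Of 11004 genes with a mean CPM of at least 5, 98 were at least 2-fold higher and 776 at least 2-fold lower.

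RN7SK, a small nuclear RNA, took 12.3% of the counts in parental and 13.0% in LNCaP-ENZ cells, and 5 RNA polymerase III transcripts (RN7SK, RPPH1, RMRP, RN7SL1 and RN7SL2) together took 18.1% and 19.0%. The paper describes priming with oligo-dT. With the 10 most counted genes left out of the totals, the median log2 ratio of genes with a mean CPM of at least 1 was -0.12, against -0.15.

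Several genes that the paper measured by RT-qPCR or western blot have values in these libraries, and STAT5B, MYCN and CHGB are given beside them. For LNCaP-ENZ cells the paper reports higher NSE, the protein of ENO2, and higher STAT5A protein. In LNCaP-ENZ against parental cells, ENO2 had 113 and 170 counts (log2 ratio -0.39, 95% interval -0.76 to -0.048), and NCAM1 7 and 8. RB1 had a log2 ratio of -0.80 (-0.98 to -0.63), STAT5B of 0.0086 (-0.11 to 0.12) and MET of -0.14 (-0.39 to 0.11). STAT5A had 1 count in LNCaP-ENZ and 6 in parental cells, with a 95% interval of the log2 ratio from -7.92 to 0.65, so no change was detectable, and MYCN had 0 in both. In DU145-shPAX6 against shCON cells, MET had a log2 fold change of 0.11, KMT5C of -0.0067 and SMYD5 of 0.014, with adjusted p in limma of 0.91, 0.99 and 0.97. The paper reports lower MET RNA and protein in these cells, and higher KMT5C and SMYD5 protein. No such change was detected in this RNA. MET ranged from 12.1 to 37.25 FPKM across the shPAX6 libraries, so its change was poorly resolved. CHGB and MYCN are listed at 0 FPKM in all 6 DU145 libraries, and CHGA and NCAM1 at under 0.1 FPKM in each.

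In DU145-shPAX6 cells, STAT3 (log2 fold change -0.61) and ALDH1A3 (-0.98) were lower without passing the adjustment, and RB1 (-0.036) and PMEPA1 (0.049), which did not pass either, changed sign with a library left out. KLK2 and TMPRSS2 are listed at 0 FPKM in all 6 libraries, and STEAP4 and KLK3 lie below the filter. The 4 other lists of the family of 6, which did not pass, had medians of -0.17 (STAT5 targets), -0.070 (immediate early genes), -0.076 (cell cycle genes) and 0.0036 (H4K20 methyltransferases). After the GC correction, chosen after seeing the data, the first 3 were above 0, at 0.094, 0.15 and 0.13, and after median centring they were 0.00077, 0.11 and 0.0996. Among STAT5 targets, SOCS2 (log2 fold change -0.98, limma, adjusted p = 0.038) and CISH (-1.48) were lower and CCND1 (0.72) and PIM1 (0.34) higher. Among immediate early genes, NR4A2 (-1.34) was lower, beside EGR1, and CYR61 (0.60) and CTGF (0.51) higher. MCM2 (-0.41) and TYMS (-0.37) were lower and CENPE (0.51) and RRM2 (0.47) higher among cell cycle genes, and KMT5A (-0.38) was lower and KMT5B (0.14) higher among H4K20 methyltransferases. Of these members of the 4 lists, SOCS2 and EGR1 passed the adjustment. Among all tested members, 3 immediate early genes and 1 STAT5 target passed, each of them lower.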
